# FHND004 inhibits malignant proliferation of multiple myeloma by targeting PDZ-binding kinase in MAPK pathway

**DOI:** 10.18632/aging.205634

**Published:** 2024-03-07

**Authors:** Hongjie Wu, Jinjun Qian, Lianxin Zhou, Tingting Hu, Yuanjiao Zhang, Chen Wang, Ye Yang, Chunyan Gu

**Keywords:** multiple myeloma, PDZ-binding kinase, MAPK signaling, FHND004, proliferation

## Abstract

Inhibitors of Epidermal growth factor receptor tyrosine kinase (EGFR-TKIs) are producing impressive benefits to responsive types of cancers but challenged with drug resistances. FHND drugs are newly modified small molecule inhibitors based on the third-generation EGFR-TKI AZD9291 (Osimertinib) that are mainly for targeting the mutant-selective EGFR, particularly for the non-small cell lung cancer (NSCLC). Successful applications of EGFR-TKIs to other cancers are less certain, thus the present pre-clinical study aims to explore the anticancer effect and downstream targets of FHND in multiple myeloma (MM), which is an incurable hematological malignancy and reported to be insensitive to first/second generation EGFR-TKIs (Gefitinib/Afatinib). Cell-based assays revealed that FHND004 and FHND008 significantly inhibited MM cell proliferation and promoted apoptosis. The RNA-seq identified the involvement of the MAPK signaling pathway. The protein chip screened PDZ-binding kinase (PBK) as a potential drug target. The interaction between PBK and FHND004 was verified by molecular docking and microscale thermophoresis (MST) assay with site mutation (N124/D125). Moreover, the public clinical datasets showed high expression of PBK was associated with poor clinical outcomes. PBK overexpression evidently promoted the proliferation of two MM cell lines, whereas the FHND004 treatment significantly inhibited survival of 5TMM3VT cell-derived model mice and growth of patient-derived xenograft (PDX) tumors. The mechanistic study showed that FHND004 downregulated PBK expression, thus mediating ERK1/2 phosphorylation in the MAPK pathway. Our study not only demonstrates PBK as a promising novel target of FHND004 to inhibit MM cell proliferation, but also expands the EGFR kinase-independent direction for developing anti-myeloma therapy.

## INTRODUCTION

Multiple myeloma (MM) is a malignancy of plasma cells in the bone marrow, and mainly occurs among older adults (median age around 70) with clinical manifestations such as hypercalcemia, anemia, renal insufficiency, and pathological fractures [1–3]. In the last two decades, the use of novel drugs such as proteasome inhibitors (PI), immunomodulatory drugs, antibody-based targeting immunotherapy, and chimeric antigen receptor (CAR) T-cell therapy have improved the overall survival rate of MM patients. However, it remains incurable as most patients unavoidably relapsed and became drug resistance [4–6]. Thus, there is an urgent need to find more potential drugs/targets and develop more therapeutic strategies.

Since the approval of the first designed kinase inhibitor (imatinib) in 2001 and the first anti-EGFR inhibitor (Gefitinib) in 2003 [7, 8], great efforts have been devoted to the rational design and improvement of new kinase inhibitors. There are two main types of EGFR inhibitors: monoclonal antibodies (mAbs, such as Cetuximab) and small molecule tyrosine kinase inhibitors (TKIs, including Gefitinib and Afatinib as the 1st and 2nd generation) [9]. These EGFR-TKIs are mainly used to treat NSCLC harboring EGFR exon-19 deletions and the exon-21 L858R mutation [10–12]. However, most patients developed severe TKI drug resistance within 1-2 years mainly due to the additional acquired T798M mutation in EGFR. Third-generation EGFR-TKI AZD9291 (Osimertinib) was highly influential in EGFR-T798M mutated NSCLC, but the adverse effects especially cardiotoxicity are severe [13, 14]. Despite impressive effect on NSCLC patients, EGFR-TKI therapies have limited efficacies and have been clinically challenged by the intrinsic and acquired resistance in the clinic [15, 16]. In order to reduce its cardiotoxicity and overcome the drug resistance caused by T790M/L858R double mutations meanwhile keeping good anti-tumor activity *in vivo* and *ex vivo*, a series of 5,6-dihydro-4H-pyrrolo[3,2,1-ij]quinoline derivatives (namely FHND serial new drugs pipeline from Jiangsu Chia Tai Fenghai Pharmaceutical Co., Ltd., including FHND004 and FHND008) were synthesized and obtained on the basis of AZD9291 structure via modifying the pyrimidine ring or expanding an indole ring [17, 18]. Additionally, considering the complicate intra- and inter-tumor heterogeneity, the successful applications of EGFR-TKIs to other cancers are less certain, largely because these kinase-activating mutations and T790M frequently occur in NSCLC and glioblastoma, but are rarely found in other types of cancers [19, 20]. Though it was reported that first/second generation EGFR-TKIs (Gefitinib/Afatinib) exhibit moderate or no inhibition in NRAS wildtype or mutant MM cells (LP-1 and L-363, respectively) within the EGFR signaling pathway [21], inadvertently, we found that the FHND004 from modifying the third-generation EGFR-TKI AZD9291 (Osimertinib) might have a satisfactory antitumor effect in MM cells (ARP1 and H929). Therefore, this study aims to further explore the FHND drug’s anti-myeloma effect, downstream targets and underlying mechanisms.

In the present study, we verified that FHND004 could inhibit MM proliferation both *in vitro* and *in vivo*. Its potential downstream target, PBK (PDZ-binding kinase, also known as T-lymphokine-activated killer cell-originated protein kinase, TOPK), was distinguished by proteomic chip and RNA-seq methods. The mechanistic studies indicated that FHND004 could inhibit ERK1/2 phosphorylation (p-ERK1/2) by targeting PBK. These findings suggested that using FHND004 to target PBK might be a promising treatment strategy for MM.

## RESULTS

### FHND004 and FHND008 inhibit cellular proliferation in MM cell lines

To determine the antitumor activity of FHND drugs in MM, the MTT assays were performed in both ARP1 and H929 cells for a series of FHND drugs (Supplementary Table 1). Among them, FHND004 and FHND008, based on the marketed AZD9291 (Osimertinib) structure with an expanded indole ring or a modified pyrimidine ring, respectively (Figure 1A), had a relatively better inhibitory activity on the cell viability of MM cells. FHND004 had an impressive anti-proliferation activity in these two MM cells within three days, while FHND008 had similar trends but with higher IC_50_ values (Figure 1B, 1C). Furthermore, the Annexin V/PI staining assay showed that FHND004 and FHND008 could apparently trigger a higher level of apoptosis in these two MM cells at the dosage of 4 μM (Figure 1D, 1E). Western Blotting (WB) results confirmed the up-regulated expression of apoptosis markers: the cleaved PARP (poly ADP-ribose polymerase) and the cleaved caspase-3 after FHND004 and FHND008 treatments (Figure 1F, 1G and quantified in Supplementary Figure 1A, 1B). In addition, the flow cytometry of cell cycle results demonstrated that treatment using FHND004 and FHND008 increased the proportion of cells in the G0/G1 phase and decreased the proportion of cells in the G2/M phase (Figure 1H, 1I). Collectively, these results indicate that FHND004 and FHND008 possess inhibitory activity on MM cell proliferation.

**Figure 1:**
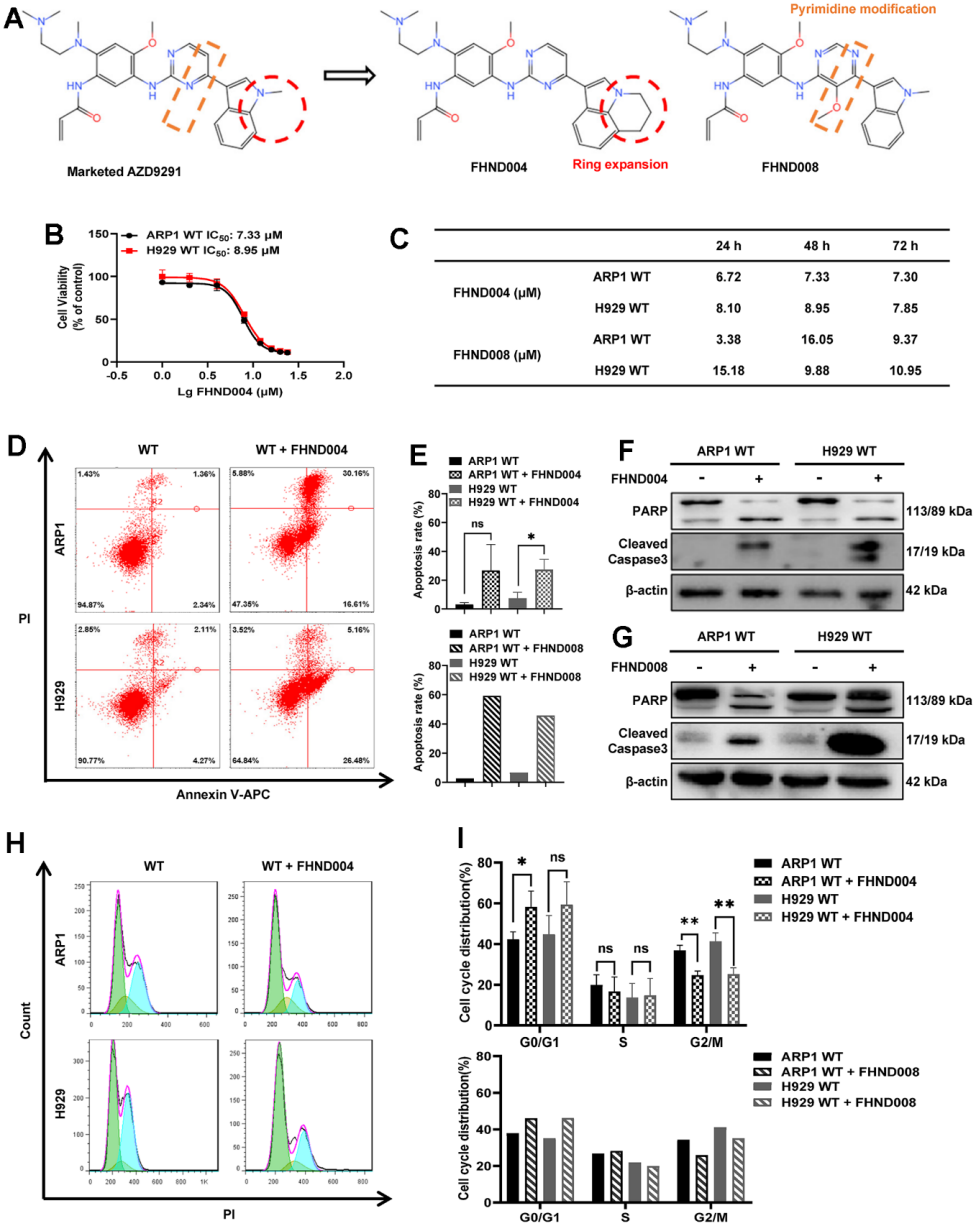
**FHND004 and FHND008 inhibit cellular proliferation in MM cell lines.** (**A**) The chemical structure of FHND004 and FHND008 were modified from the marked third-generation EGFR-TKI AZD2921. (**B**, **C**) Effects of FHND004 and FHND008 on viability of ARP1 WT and H929 WT cells. (**D**) Effects of 24 h treatment with FHND004 (4 μM) on cell apoptosis of ARP1 WT and H929 WT cells were determined by flow cytometry. (**E**) The apoptotic rate of ARP1 WT and H929 WT cells after 24 h treatment with FHND004 (4 μM) and FHND008 (4 μM) was determined quantitatively as histograms. (**F**, **G**) The expressions of PARP, cleaved caspase-3 and β-actin were detected by WB analysis after 24 h treatment with FHND004 (4 μM) and FHND008 (4 μM). (**H**) Effects of 48 h treatment with FHND004 (4 μM) on the cell cycle phases distribution of ARP1 WT and H929 WT cells was determined by flow cytometry. (**I**) The distributions of different cell cycle phases of ARP1 WT and H929 WT cells after 48 h treatment with FHND004 (4 μM) and FHND008 (4 μM) were determined quantitatively. The data of FHND004 were expressed as the mean ± SD; *p* < 0.05 (*), *p* < 0.01 (* *) and *p* < 0.001 (* * *), n = 3.

### FHND004 and FHND008 decrease the proliferation of MM cells through the MAPK pathway

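RNA-seq libraries were made from ARP1 and H929 cells, which are established human MM cell lines, without treatment and after treatment with FHND004 or FHND008. There were 6 libraries, 1 for each cell line and treatment, so a difference within a cell line has no replicate check and is given without a p-value. The sample labels give a dose of 4 μM for both compounds, and the paper's text does not name the dose or the treatment time of the RNA-seq. The paper states that RealoMics analysed the data. The authors deposited 4 tables, each comparing a treated library with the untreated library of the same line, and each table lists 19818 genes with their FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library), log2 fold change, p-value and q-value. The submitters' processing notes name Bowtie 0.12.2, HISAT2 2.0 and StringTie 1.3.0. They also name a mouse genome build, but the gene identifiers are human, and 97.0% of the gene spans in GENCODE 29 (GRCh38) lie inside the loci listed in the tables, so coordinates are given from GENCODE 29.

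The tables hold no counts, and the depth was estimated from the FPKM step that 1 fragment makes in weakly expressed genes with 1 annotated transcript. The estimate was 26600000 fragments in untreated ARP1 cells, 14300000 with FHND004 and 19500000 with FHND008. In H929 cells it was 17100000 without treatment, 20400000 with FHND004 and 13300000 with FHND008. Of these low values, 62.9% to 74.4% per library lay within 5% of a whole number of fragments, so the depths are approximate. An FPKM of 1 in a 2 kb transcript stood for 26.6 to 53.1 fragments.

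Values were compared as log2(FPKM + 1) over the 10808 genes with a mean of at least 1 FPKM, which understates the change of weakly expressed genes. The median log2 difference of these genes lay between 0.04 and 0.07 in the 4 comparisons of treated with untreated cells. Changes common to both cell lines were tested with limma 3.58.1, with the cell line as a block and Benjamini-Hochberg adjustment. The 2 cell lines are the only replicates in this test, so its error holds differences in response between the lines. On simulated data with this design, limma called 31.5% of genes changed by a log2 value of 1 and 99.0% of genes changed by 2. The simulated change was the same in both lines, and the noise was drawn from the fitted spread. These shares therefore need not hold for the real genes, and an absence of calls does not show that few genes changed. Of the 41 gene lists, 2 were taken from the paper and the others were written from general knowledge. The lists, the rule for the genes named, the limma contrasts and the list tests were fixed before the data were examined, and later choices are named in the closing section. Each list was tested across both lines with camera, using a preset correlation between genes of 0.01. Within a cell line, the median of a list was ranked among the medians of 10000 random lists of the same size and expression, which describes these libraries and is not a test of the treatment.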

To further investigate the potential targets and the downstream signaling pathways of FHND004 and FHND008, we performed transcriptomic RNA-seq in these two MM cell lines with or without FHND004/FHND008 treatment. 

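CHAC1 encodes a glutathione-degrading enzyme. In FHND004-treated H929 cells it had the largest increase of all kept genes on the log2(FPKM + 1) scale, from 2.20 to 173 FPKM. It was also higher in ARP1 cells, with 10.5 FPKM without treatment, 158 with FHND004 and 139 with FHND008, while FHND008-treated H929 cells had 6.04 FPKM. DDIT3 encodes the stress-induced transcription factor CHOP, and its level was 7.10 FPKM in untreated ARP1 cells, 73.3 with FHND004 and 54.6 with FHND008. In H929 cells, DDIT3 had 3.74 FPKM without treatment, 71.5 with FHND004 and 6.60 with FHND008. The chemokine gene CCL3 was at 941 FPKM in FHND004-treated ARP1 cells against 41.0 in untreated cells, and at 36.1 with FHND008. Among the largest decreases in H929 cells, TFRC, which encodes the transferrin receptor, went from 59.0 FPKM to 7.05 with FHND004 and 25.6 with FHND008. IPO7, a nuclear import receptor gene, went from 46.7 FPKM to 5.38 and 11.7, respectively. In ARP1 cells, CDKL1 had 46.9 FPKM without treatment, 0.481 with FHND004 and 0.761 with FHND008, and GNG8 had 45.5 FPKM without treatment and was listed at 0 in both treated libraries. CHAC1 (ENSG00000128965) lies on chromosome 15 from 40952962 to 40956519 and DDIT3 (ENSG00000175197) on chromosome 12 from 57516588 to 57521737. DDIT3 overlaps MARS and MBD6 and CDKL1 overlaps ATP5S on the opposite strand, and the use of strand in counting is not given in the sources used here, so reads of these genes may be shared.

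In ARP1 cells, 611 genes were at least 2-fold higher and 275 at least 2-fold lower with FHND004, and 231 were higher and 122 lower with FHND008. In H929 cells, the corresponding numbers were 1143 and 797 with FHND004, and 669 and 260 with FHND008. The higher genes made up 69.0% of the genes past 2-fold in FHND004-treated ARP1 cells, or 58.6% when the libraries were scaled by size factors. The authors' deposited tables mark 101 genes for FHND004 in ARP1 cells (62 higher, 39 lower) and 37 for FHND008 (25 higher, 12 lower). For H929 cells, the authors' deposited tables mark 310 genes with FHND004 (206 higher, 104 lower) and 93 with FHND008 (80 higher, 13 lower). The marked genes in the authors' deposited tables are those with an unadjusted p-value under 0.05. Genes with a p-value under 1 numbered 11554 for FHND004 and 11483 for FHND008 in ARP1 cells, and 11143 and 11026 in H929 cells. In each comparison the marked genes were a smaller share of these than 0.05, the share that evenly spread p-values would give. At a q-value under 0.05, the authors' deposited tables hold CCL3 (higher) and FAM156A (lower) for FHND004 in ARP1 cells and none for FHND008. For FHND004 in H929 cells, the authors' deposited table holds 5 genes at that q-value, of which ERN1, PLA2G4C, SCNN1A and ADGRG1 were higher and TFRC was lower, and for FHND008 it holds none. FAM156A, SCNN1A and ADGRG1 were outside the rule for named genes and were chosen after their values were seen.

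Across both lines, limma called 0 genes at an adjusted p under 0.05 for FHND004, with 2237 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.107. For FHND008, limma called 0 genes, with 895 at an unadjusted p under 0.05 and a smallest adjusted p of 0.579. In the fits below, a treatment without 1 of its libraries is measured in 1 line only. Calls that involve such a treatment are not changes common to both lines. The number called by limma for FHND004 was 3 without the untreated ARP1 library, 84 without the FHND004-treated ARP1 library, 22 without the FHND008-treated library of either line, 5 without the untreated H929 library and 7 without the FHND004-treated H929 library. For FHND008 it was 2 without the untreated library of either line, 1 without the FHND008-treated ARP1 library and 0 without any other library.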

The volcano plots showed the tens of or hundreds of differentially expressed genes (DEGs) upon FHND004 or FHND008 treatment in ARP1 WT and H929 WT cells, respectively (Figure 2A). 

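In FHND004-treated H929 cells, MAPK signaling genes with higher levels included the transcription factor genes JUN, DDIT3, ATF4, RELB and NFKB2, and HSPA8, a constitutive chaperone gene on the same list, was lower. JUN, which encodes an AP-1 subunit, had 4.76 FPKM in untreated and 51.5 in FHND004-treated H929 cells, a log2 difference of 3.19, and 11.8 FPKM with FHND008. ATF4 had 123 FPKM in untreated H929 cells, 376 with FHND004 and 130 with FHND008, and 260, 902 and 599 FPKM in ARP1 cells, respectively. RELB, an NF-κB subunit gene, had 12.7 FPKM in untreated H929 cells, 58.6 with FHND004 and 14.6 with FHND008. HSPA8 had 1136 FPKM in untreated H929 cells, 159 with FHND004 and 501 with FHND008. PTPN7, a phosphatase gene, had 78.4 FPKM in untreated H929 cells, 22.6 with FHND004 and 22.8 with FHND008. ATF4 (ENSG00000128272) lies on chromosome 22 from 39519695 to 39522685, JUN (ENSG00000177606) on chromosome 1 from 58780788 to 58784327, and HSPA8 (ENSG00000109971) on chromosome 11 from 123057489 to 123063230.

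A fixed list of MAPK signaling genes had 272 members in the tables, of which 185 were kept by the filter. This list was written for this purpose and is not the gene set of the KEGG analysis. The authors' deposited tables mark 10 of its members in FHND004-treated H929 cells (8 higher, 2 lower) and 5 in FHND008-treated H929 cells (3 higher, 2 lower). In ARP1 cells, the authors' deposited tables mark ATF4 as higher and CACNA1G and FAS as lower with FHND004, and MAP3K8 as lower with FHND008. Random lists of kept genes held on average 4.83 marked genes for FHND004 and 1.31 for FHND008 in H929 cells, where the kept members numbered 10 and 4, at percentiles of 98.3 and 97.1. In ARP1 cells, the kept members numbered 1 with each compound, against averages of 1.33 and 0.423. At a q-value under 0.05, the authors' deposited tables hold 1 member, PLA2G4C, which was listed at 0 in untreated H929 cells and at 1.57 FPKM with FHND004. Without ATF4, DDIT3 and the heat shock and GADD45 members, the authors' deposited table marks 7 members for FHND004 in H929 cells, of which 6 were higher.

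As a whole list, the 185 kept members had a median log2 difference of 0.15 with FHND004 and 0.11 with FHND008 in H929 cells, at percentiles of 93.8 and 87.5 among random lists. In ARP1 cells the medians were 0.04 and 0.02, at percentiles of 20.9 and 10.5, and they were −0.03 and −0.04 when the median of all genes was set to 0. Camera gave an adjusted p of 0.645 for FHND004 and 1.00 for FHND008 over both lines. For FHND008, camera placed the list below the other genes although its median was 0.04 and its mean 0.07. Limma called 0 members for either compound over all genes and 0 adjusted over the list alone. At an unadjusted p under 0.05 there were 27 of 185 members for FHND004 and 8 for FHND008. Of all 10808 kept genes, 2237 and 895 had such a p, so their share was smaller in the list than over all genes. Of the marked members, only ATF4, DDIT3, JUN, RELB, HSPA8 and PLA2G4C were named by the fixed rule, and the others were chosen after their values were seen.

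**Figure D1:**
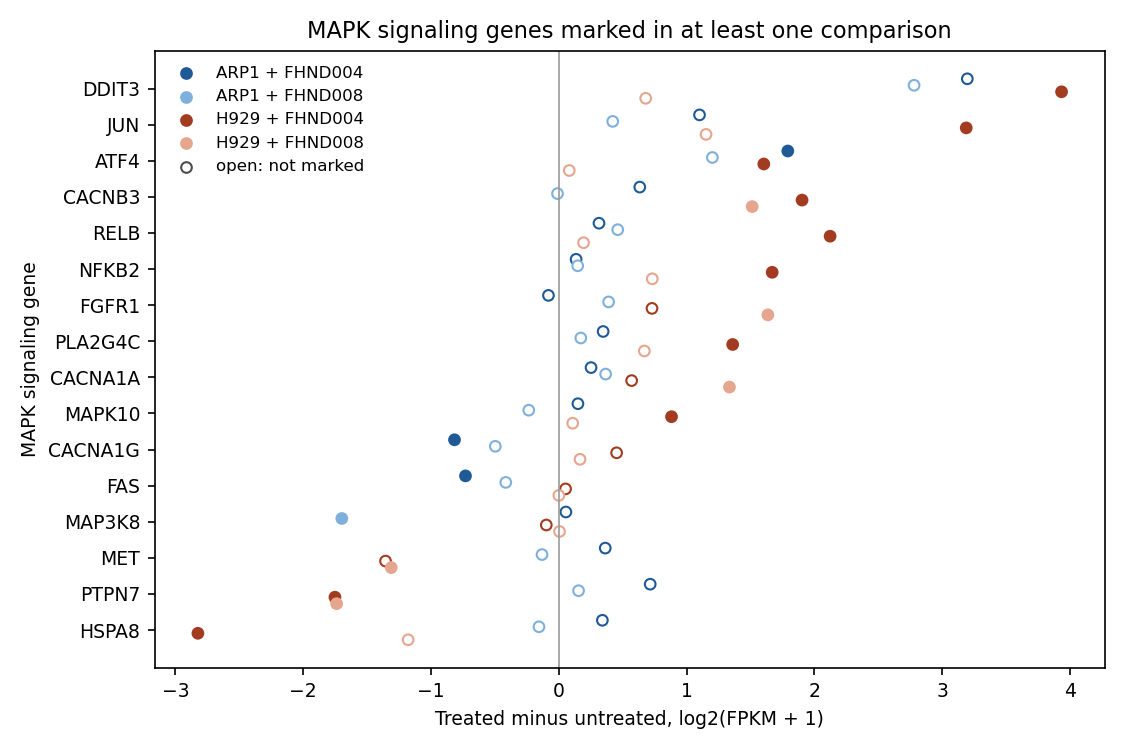
Log2 differences, treated minus untreated on the log2(FPKM + 1) scale, of the 16 MAPK signaling list members marked in at least 1 of the 4 comparisons in the authors' deposited tables. The colour gives the comparison, filled points are marked genes and open points are the same genes where they are not marked. In FHND004-treated H929 cells DDIT3 lies at 3.93 and HSPA8 at −2.82.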

The KEGG analysis for these DEGs showed that the MAPK signaling was significantly upregulated in MM cells after the treatment of FHND004 or FHND008 (Figure 2B, 2C). Therefore, we next verified their effect on the expression of key MAPK markers, namely ERK1/2 and its phosphorylated form (p-ERK1/2). The WB results confirmed that the expression profile of p-ERK1/2 protein level but not the total ERK1/2 was significantly reduced by the addition of FHND004 (Figure 2D and quantified in Supplementary Figure 1C) in ARP1 WT and H929 WT cells, and similar results were obtained after the treatment of FHND008 (Figure 2E and quantified in Supplementary Figure 1D). Therefore, it is suggested that FHND004 and FHND008 could suppress MM cells proliferation via the MAPK pathway.

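MAPK3, which encodes an ERK kinase, had a transcript level that did not pass the test with either compound. MAPK3 had 60.6 FPKM in untreated ARP1 cells, 76.9 with FHND004 and 53.4 with FHND008, and 23.7, 56.2 and 51.1 FPKM in H929 cells. Over both lines, the log2 change of MAPK3 was 0.77 with FHND004 (standard error 0.33, limma adjusted p = 0.241) and 0.45 with FHND008 (standard error 0.33, limma adjusted p = 0.679). MAPK3 (ENSG00000102882) lies on chromosome 16 from 30114105 to 30123506.

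DUSP5, an ERK-induced gene whose product dephosphorylates ERK, had 174 FPKM in untreated ARP1 cells, 91.9 with FHND004 and 86.0 with FHND008. In H929 cells it had 167 FPKM without treatment, 75.9 with FHND004 and 150 with FHND008. IER3, another gene induced through ERK, had log2 differences of −0.93 and −0.82 in ARP1 cells and 0.51 and 1.24 in H929 cells with FHND004 and FHND008. The 13 kept genes of ERK transcriptional output had medians of −0.21 with FHND004 and −0.29 with FHND008 in ARP1 cells, at percentiles of 6.05 and 0.78 among random lists. In H929 cells the medians were −0.22 and 0.04, at percentiles of 13.7 and 53.5, and the last was −0.23 with a filter of at least 5 FPKM and −0.0067 with the median of all genes set to 0. Camera gave this list an adjusted p of 0.302 for FHND004 and 0.373 for FHND008. It also placed the list as lower for FHND008 without the FHND008-treated H929 library, where FHND008 was measured in ARP1 cells only. The 19 kept genes of the RAS-RAF-MEK-ERK core had medians of 0.01 and 0.02 in ARP1 cells, which turned to −0.06 and −0.03 with the median of all genes set to 0, and −0.16 and −0.09 in H929 cells. Camera gave the core list adjusted p values of 0.671 and 0.591, and for FHND004 its median of −0.06 and mean of 0.005 differed in sign. In both lists limma called 0 members over all genes and 0 adjusted over the list alone, with 3 output genes and 2 core genes for FHND004, and 0 and 1 for FHND008, at an unadjusted p under 0.05.

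Among proliferation genes, the 40 kept genes of G2/M and mitosis fell with FHND004 in camera (median −0.64, adjusted p = 1.14e-09), and the adjusted p was 0.808 with an estimated correlation. Their medians were −1.08 in ARP1 and −0.22 in H929 cells with FHND004, where 23 and 3 genes were at least 2-fold lower. Limma called 0 members over all genes and 2 as lower adjusted over the list alone. CCNB1, the cyclin of mitotic entry, had 114 FPKM in untreated ARP1 cells, 38.2 with FHND004 and 70.5 with FHND008, and 159, 58.4 and 117 FPKM in H929 cells. KIF20A, a mitotic kinesin gene that overlaps BRD8 and CDC23 on the opposite strand, had 24.8 FPKM in untreated ARP1 cells and 4.25 with FHND004, and 21.0 and 16.1 FPKM in H929 cells. With FHND008, the camera adjusted p of this list was 0.0166 (median −0.10), and it was 1.00 with an estimated correlation. It was 0.588, with the direction turned, without the untreated ARP1 library and 0.348 without the FHND008-treated H929 library. The 33 kept genes of G1/S and DNA replication fell with FHND004 (median −0.50, camera adjusted p = 1.91e-05) and FHND008 (median −0.33, camera adjusted p = 0.000308), with adjusted p values of 0.808 and 1.00 with an estimated correlation. For FHND008, the G1/S adjusted p was 0.688 without the untreated H929 library and 0.144 without the FHND008-treated H929 library. The medians of the G1/S list were −0.79 with FHND004 and −0.57 with FHND008 in H929 cells, and −0.14 and 0.06 in ARP1 cells, where the last was −0.00185 with the median of all genes set to 0. MCM4, a subunit gene of the replicative helicase, had 112 FPKM in untreated H929 cells, 25.9 with FHND004 and 46.7 with FHND008.

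From its KEGG analysis of the DEGs, the paper turned to ERK and reasons from the lower phosphorylated ERK protein beside the total ERK protein (Figure 2D, 2E). It proposes that both compounds act on MM cell proliferation through the MAPK pathway. For FHND004, the paper later adds phosphorylated ERK in PBK-overexpressing cells and co-immunoprecipitation of PBK with phosphorylated ERK (Figure 7A, 7B, 7C).

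**Figure D2:**
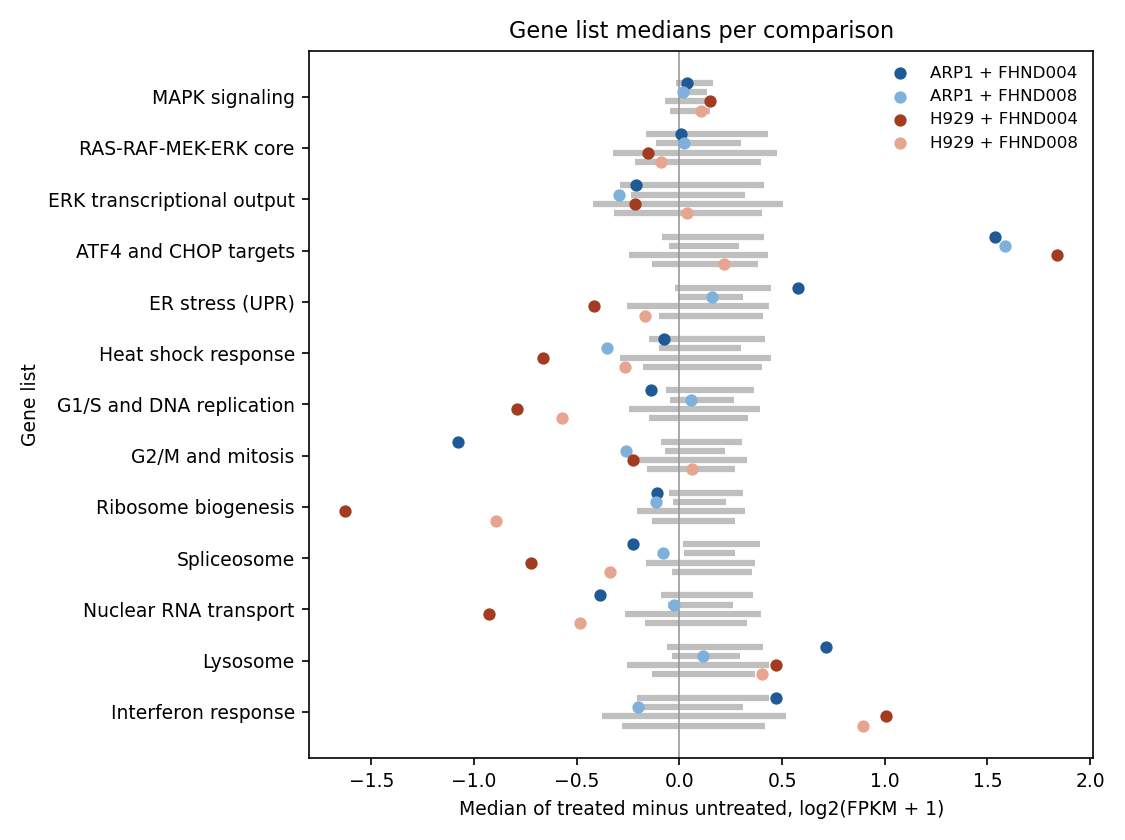
Median log2 difference, treated minus untreated on the log2(FPKM + 1) scale, of gene lists in the 4 comparisons, with 1 library per condition. The colour of a point gives the comparison, and each grey bar is the central 95% of medians of 10000 random lists for that comparison. The G2/M and mitosis list lies at −1.08 in FHND004-treated ARP1 cells.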

**Figure 2:**
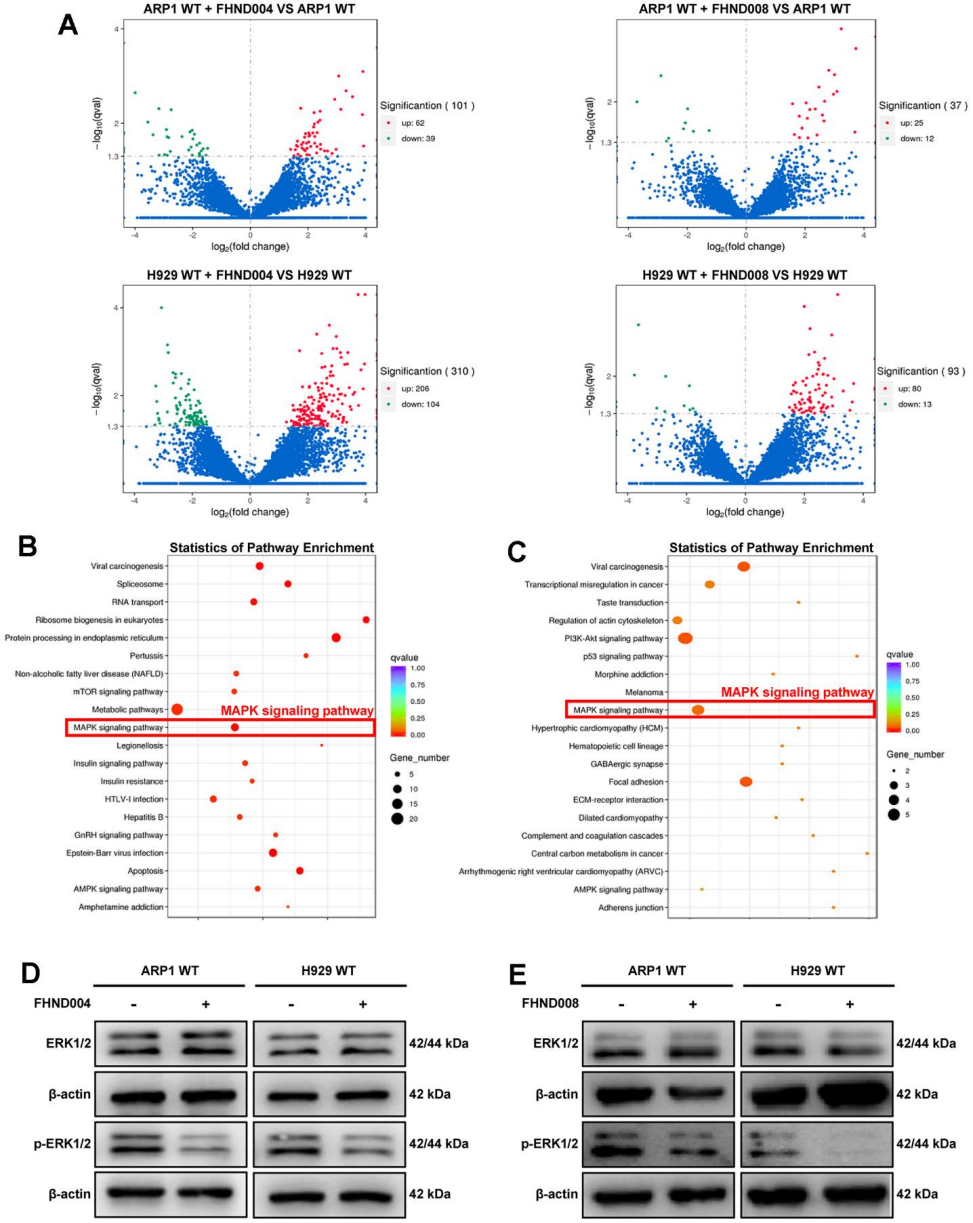
**FHND004 and FHND008 decrease the proliferation of MM cells through the MAPK pathway.** (**A**) The volcano plot of gene expression in ARP1 WT and H929 WT with or without the treatment of FHND004 and FHND008, the red dots indicating significantly upregulated genes and green dots indicating significantly downregulated genes, and blue dots indicating those genes with no significant differential expressions. (**B**, **C**) KEGG pathway analysis of the RNA-seq data indicated that FHND004 and FHND008 were associated with the MAPK signaling pathway. (**D**, **E**) WB analysis of ERK1/2 and p-ERK1/2 expression in ARP1 WT, H929 WT with or without treatment of FHND004 (4 μM) (**D**) and FHND008 (4 μM) (**E**).

### PBK is identified as a novel target of FHND004 and FHND008

To explore the direct targets of FHND004 and FHND008, we employed HuProt™ human proteomic chip V4.0 containing 21000 human proteins with 81% coverage and 89% full-length genes, which is suitable for the global high-throughput screen of protein-protein interaction and targets of small molecules [22–24]. According to the experimental standards, the protein chip analysis using biotinylated FHND drugs with positive and negative controls screened out the top 14 protein candidates (Figure 3A, 3B, and Supplementary Table 2). Among them, we next focused on PBK because only the biological process of PBK is related to the negative regulation of MAPK (Figure 3C). At the same time, the GEP analysis of public clinical datasets (GSE2658, GSE5900) for MM cohorts demonstrated that PBK mRNA was increasingly expressed from the “premalignant” plasma cells with monoclonal gammopathy of undetermined significance (MGUS, n = 44) to plasma cells of MM patients (MM, n = 351), compared with normal plasma cells (NP, n = 22) during MM progression (Figure 3D). Additionally, the Kaplan-Meier analysis indicated that the higher PBK expression favored the poorer clinical outcomes for MM patients from the cohorts of TT2 (total therapy 2 from University of Arkansas, GSE2658) as well as HOVON65 (hematology-oncology group-65 from the Dutch-Belgian cooperative trial group, GSE19784) (Figure 3E, 3F). Thus, we speculate that PBK may be a novel direct target of FHND004 and FHND008.

**Figure 3:**
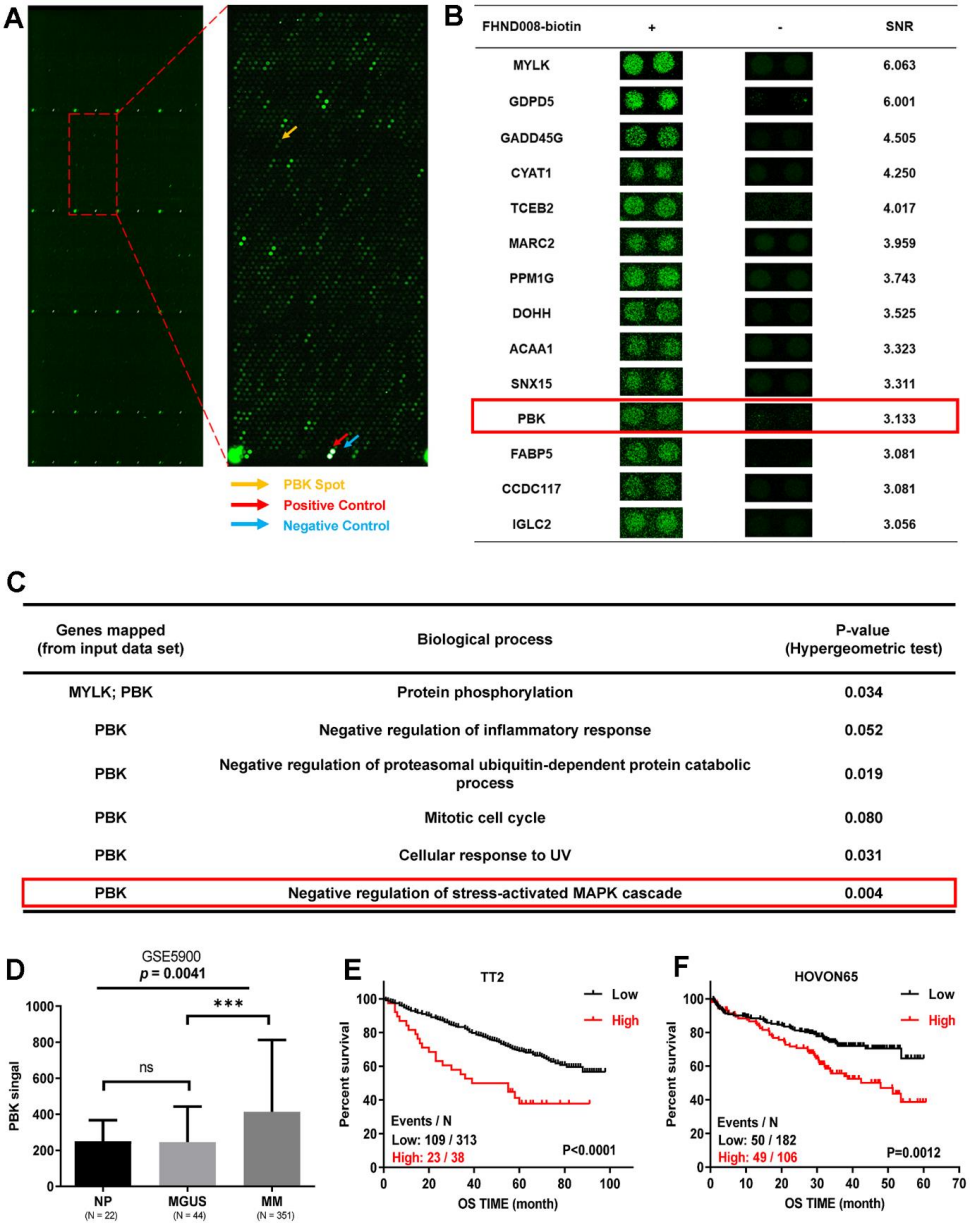
**PBK is identified as a novel target of FHND004 and FHND008.** (**A**) The protein chip scan. The red arrow pointed to the positive control, the blue arrow pointed to the negative control, yellow arrow indicated the PBK protein. (**B**) Top 14 potential FHND008-associated proteins, including PBK. SNR: signal-to-noise ratio. (**C**) Biological processes of PBK protein based on the Gene ontology annotation, PBK is related to the negative regulation of MAPK. (**D**) The mRNA levels of PBK were significantly increased in MM samples. The signal level of PBK was shown on the y-axis. Patients designated as healthy donors with normal bone marrow plasma cells (NP, n = 22), monoclonal gammopathy of undetermined significance (MGUS, n = 44), or multiple myeloma (MM, n = 351) were sorted on the x-axis. (**E**, **F**) Kaplan-Meier analysis revealed the association of PBK expression with overall survival (OS) in TT2 (**E**) and HOVON65 (**F**) cohorts by log-rank test. Events/N means events of death/total patients. The data were expressed as the mean ± SD; *p* < 0.05 (*), *p* < 0.01 (* *) and *p* < 0.001 (* * *).

### The affinity of FHND004 to PBK protein is better than FHND008

To further confirm the interactions between PBK and FHND004/FHND008, we then performed molecular docking of FHND004 and FHND008 with the PBK complex (PDB: 5J0A). The result showed that FHND004 and FHND008 could be docked into PBK via interaction with several critical residues, such as N124 and D125 (Figure 4A–4C). Consistently, the MST results showed that the binding affinity of FHND004 with PBK (3.1 μM) was apparently better than that of FHND008 (73.9 μM) (Figure 4D). Meanwhile, double mutation of PBK at sites of N124 and D125 from asparagine and aspartic acid to alanine greatly reduced the affinity of FHND004 (99.5 μM) and FHND008 (3083.7 μM) by 32-fold and 41.7-fold, respectively (Figure 4E). These results support that PBK is the direct target of FHND004 and FHND008 *in vitro*.

**Figure 4:**
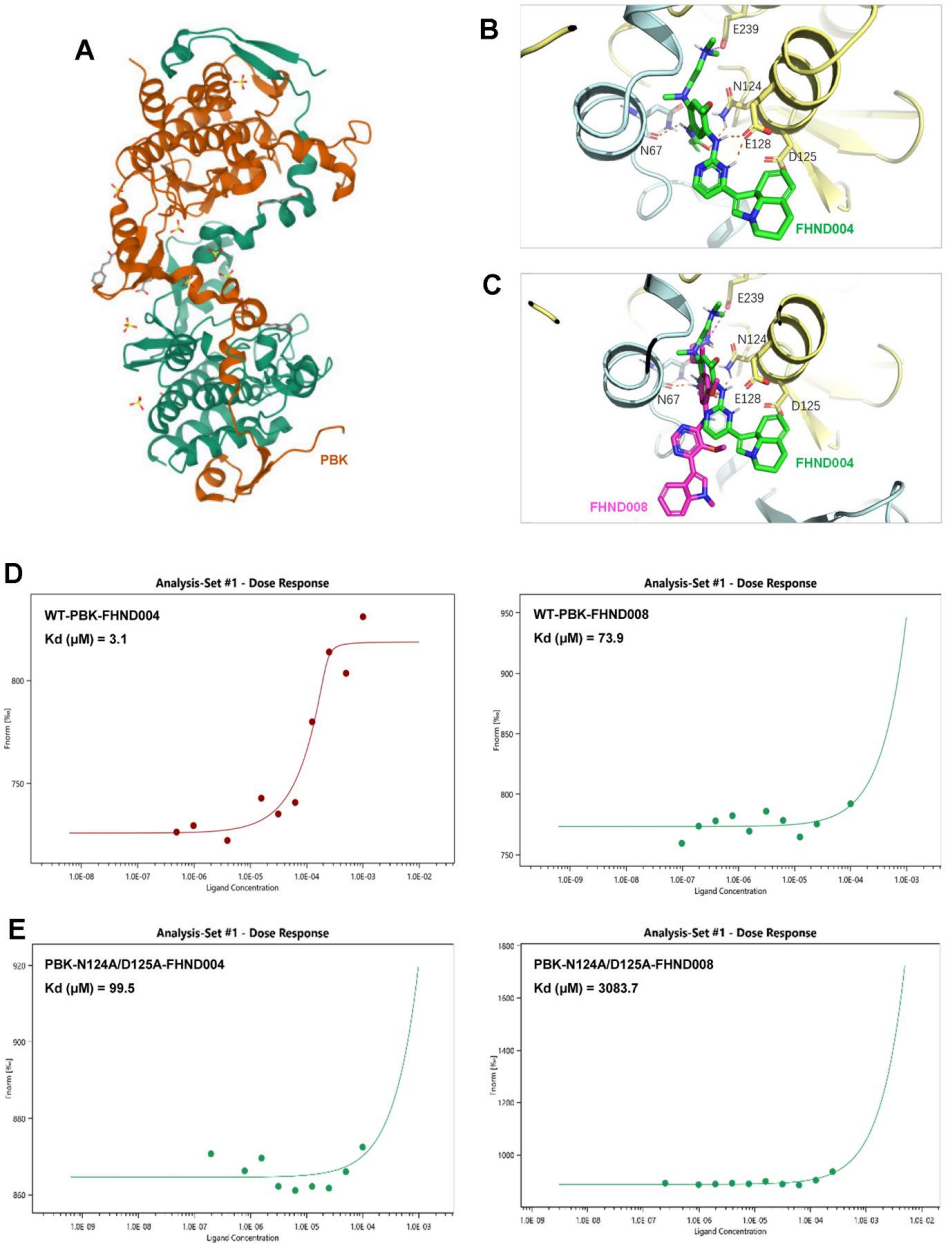
**The affinity of FHND004 to PBK protein is better than FHND008.** (**A**) The structure of PBK (PDB: 5J0A). (**B**, **C**) The molecular docking of FHND004 and FHND008 with PBK. The green stick in B is FHND004, the red stick in C is FHND008, the PBK is represented by a yellow cartoon, and the hydrogen bond is represented by a dotted line. (**D**) MST results of FHND004 and FHND008 on PBK wild type. The results showed that the affinity between FHND004 and PBK was better than that of FHND008. (**E**) MST results after double mutation of N124A and D125A in PBK. The results showed that the affinity of PBK double mutation to FHND004 and FHND008 was significantly decreased.

### FHND004 exerts anti-tumor activity in CDX and PDX mouse models

To verify whether FHND004 could inhibit MM progress *in vivo*, we followed to construct a 5TMM3VT cell-derived xenograft (CDX) MM mouse model at first (Figure 5A). The FHND004 treatment (20 mg/kg body weight, twice per a week) delayed the onset of hind limb weakness and significantly prolonged the survival of myeloma mice than control group (*p* < 0.05) (Figure 5B). In addition, we also verified the anticancer effect of FHND004 on MM cell proliferation by constructing a patient-derived xenograft (PDX) mouse model. The administration of FHND004 obviously inhibited the tumor size compared with the PBS-treated control group (Figure 5C, 5D). Consistently, the smaller average volume and mean weight of tumor mass from the FHND004 group were statistically significant compared to the PBS-control group (*p* < 0.05) (Figure 5E, 5F). Collectively, these data reveal that FHND004 exerts anti-tumor activity *in vivo*.

**Figure 5:**
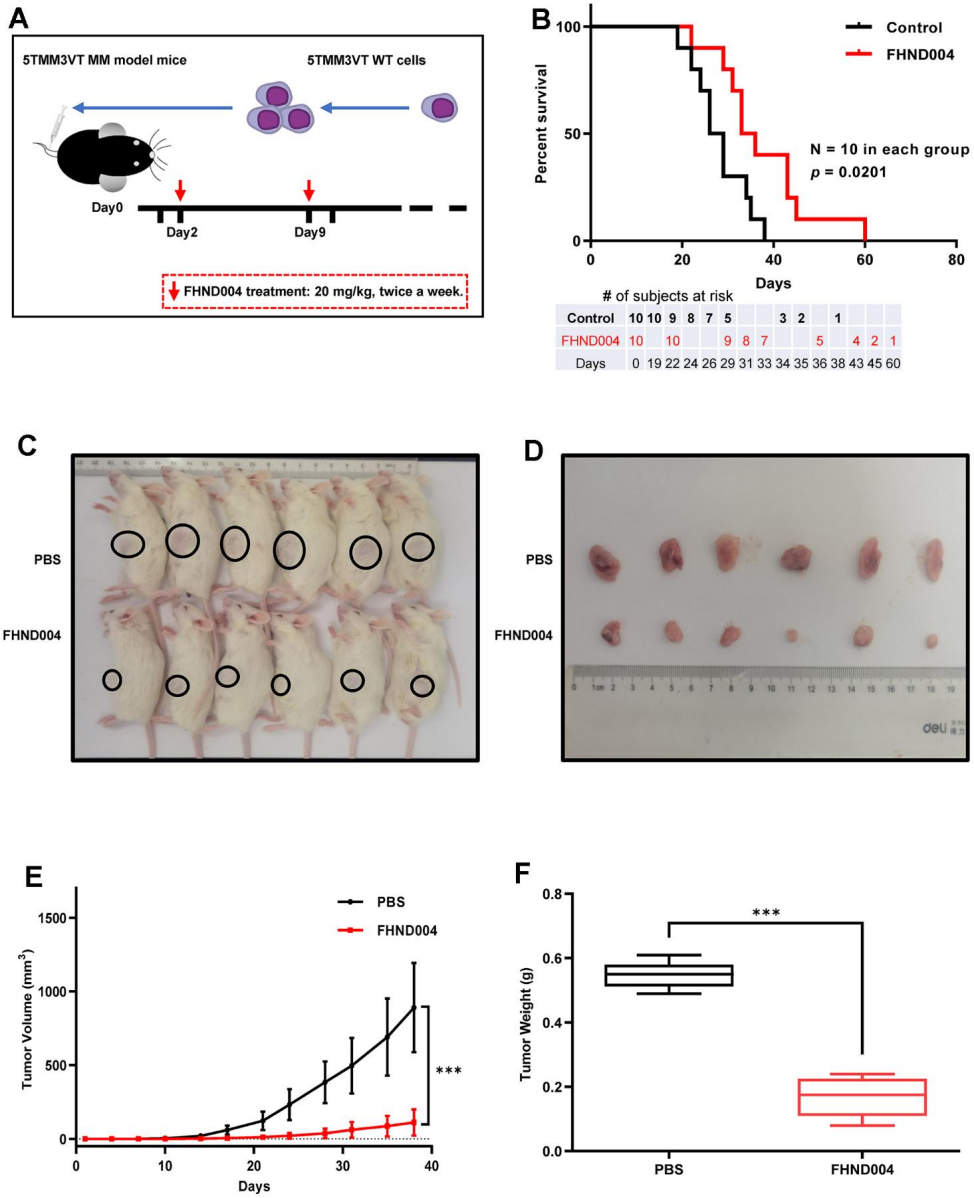
**FHND004 exerts anti-tumor activity in CDX and PDX mouse models.** (**A**, **B**) FHND004 treatment improved the survival of MM-prone C57BL/KaLwRij mice (n = 10, i.g. 20 mg/kg, twice a week). The table at the bottom of the survival curve showed the number of subjects at risk at each time point. (**C**, **D**) Tumor images of PDX mice in the control group (PBS) and the FHND004-treated group (n = 6, FHND004: i.g. 20 mg/kg, twice a week). (**E**) The time course of tumor growth in the control group (PBS) and the FHND004 treated group. (**F**) Mean tumor weights of the control group (PBS) and the FHND004 treated group. The data were expressed as the mean ± SD; *p* < 0.05 (*), *p* < 0.01 (* *) and *p* < 0.001 (* * *).

### FHND004 targets PBK to inhibit MM cell proliferation

To further examine the inhibitory effect of drug FHND004 on the proliferation of MM cells through targeting PBK, we constructed ARP1 and H929 cells with stable PBK overexpressing (PBK-OE), which was verified by WB (Figure 6A and quantified in Supplementary Figure 2A). The cell viability assay of CCK-8 results showed that PBK-OE cells had a higher proliferation rate compared to control wild type (WT) cells (Figure 6B). Additionally, PBK overexpression seemed to cause MM cells more insensitive to FHND004, as evidenced by the IC_50_/μM value (in ARP1 WT: 5.772 vs PBK-OE: 6.226; H929 WT: 7.081 vs PBK-OE: 10.798) (Figure 6C, 6D). Furthermore, the apoptosis rate of the PBK-OE treated group was significantly higher than that in PBK-WT treated group, indicating that FHND004 targeting PBK could promote the apoptosis of MM cells (Figure 6E–6G). Consistent with previous results, the cell cycle analysis showed that overexpression of PBK significantly enhanced the proportion of cells in the G2/M phase, while FHND004 significantly decreased the proportion of the G2/M phased cells and increased the proportion of the G0/G1 phased cells, especially for H929 cells (Figure 6H–6J). Therefore, it is indicated that FHND004 inhibits MM cell proliferation via targeting PBK.

**Figure 6:**
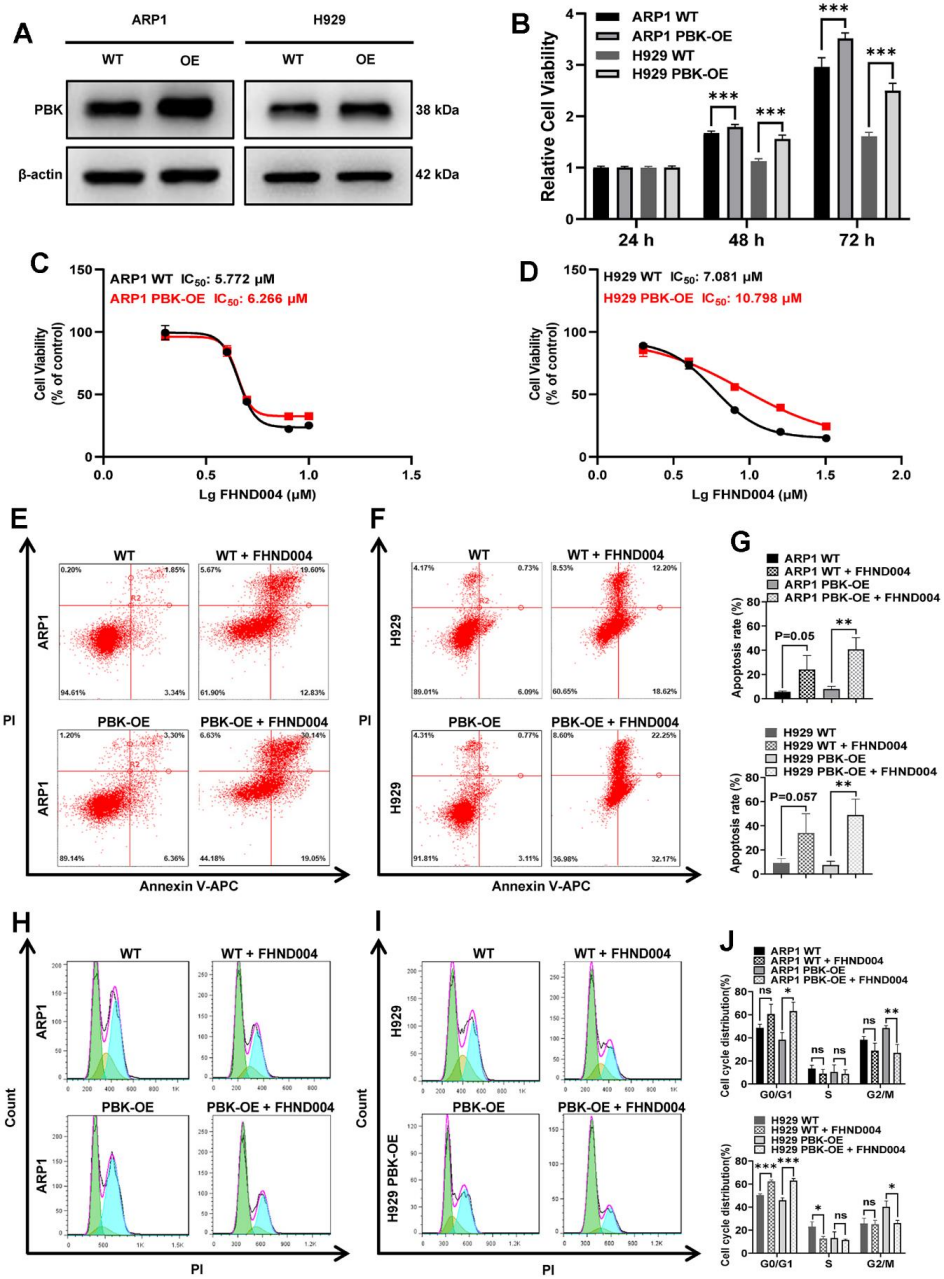
**FHND004 targets PBK to inhibit MM cell proliferation.** (**A**) WB analysis confirmed that PBK-OE MM cells were constructed successfully verified. (**B**) The proliferation of PBK-OE and PBK-WT cells was detected by CCK-8. (**C**, **D**) Effects of 48 h treatment with FHND004 on the viability of ARP1 (**C**) and H929 (**D**) WT and PBK-OE cells. (**E**–**G**) Effects of 24 h treatment with FHND004 (4 μM) on the apoptosis of ARP1 (**E**) and H929 (**F**) WT and PBK-OE cells. (**H**–**J**) Effects of 48 h treatment with FHND004 (4 μM) on the cell cycle phases of ARP1 (**H**) and H929 (**I**) WT and PBK-OE cells. The data were expressed as the mean ± SD, n = 3; *p* < 0.05 (*), *p* < 0.01 (* *) and *p* < 0.001 (* * *).

### FHND004 targets PBK leading to the inhibition of ERK1/2 phosphorylation in the MAPK pathway

We followed to confirm the involvement of FHND004 targeting PBK in the MAPK pathway by detecting the expression of ERK1/2 and p-ERK1/2 in PBK-WT, PBK-OE MM cells with/without the treatment of FHND004. Results showed that PBK overexpression increased the level of p-ERK1/2, while the addition of FHND004 treatment substantially down-regulated the expression of p-ERK1/2, both in ARP1 and H929 cells (Figure 7A, 7B and quantified in Supplementary Figure 2B, 2C). Furthermore, the Co-IP experiment performed that PBK indeed interacted with p-ERK1/2, and the enriched p-ERK1/2 level was reduced after the addition of FHND004 (Figure 7C). In summary, FHND004 could target PBK and inhibit the binding between PBK and p-ERK1/2, thus the decreased phosphorylation of ERK1/2. Hence, our results suggested that FHND004 inhibited MM cell proliferation via the MAPK pathway *in vitro* and *in vivo*. Taken together, the above results suggest that PBK could be a novel drug target for the treatment of MM, and its inhibitor FHND004 will hold promise as an effective agent for anti-MM therapy (Figure 7D).

**Figure 7:**
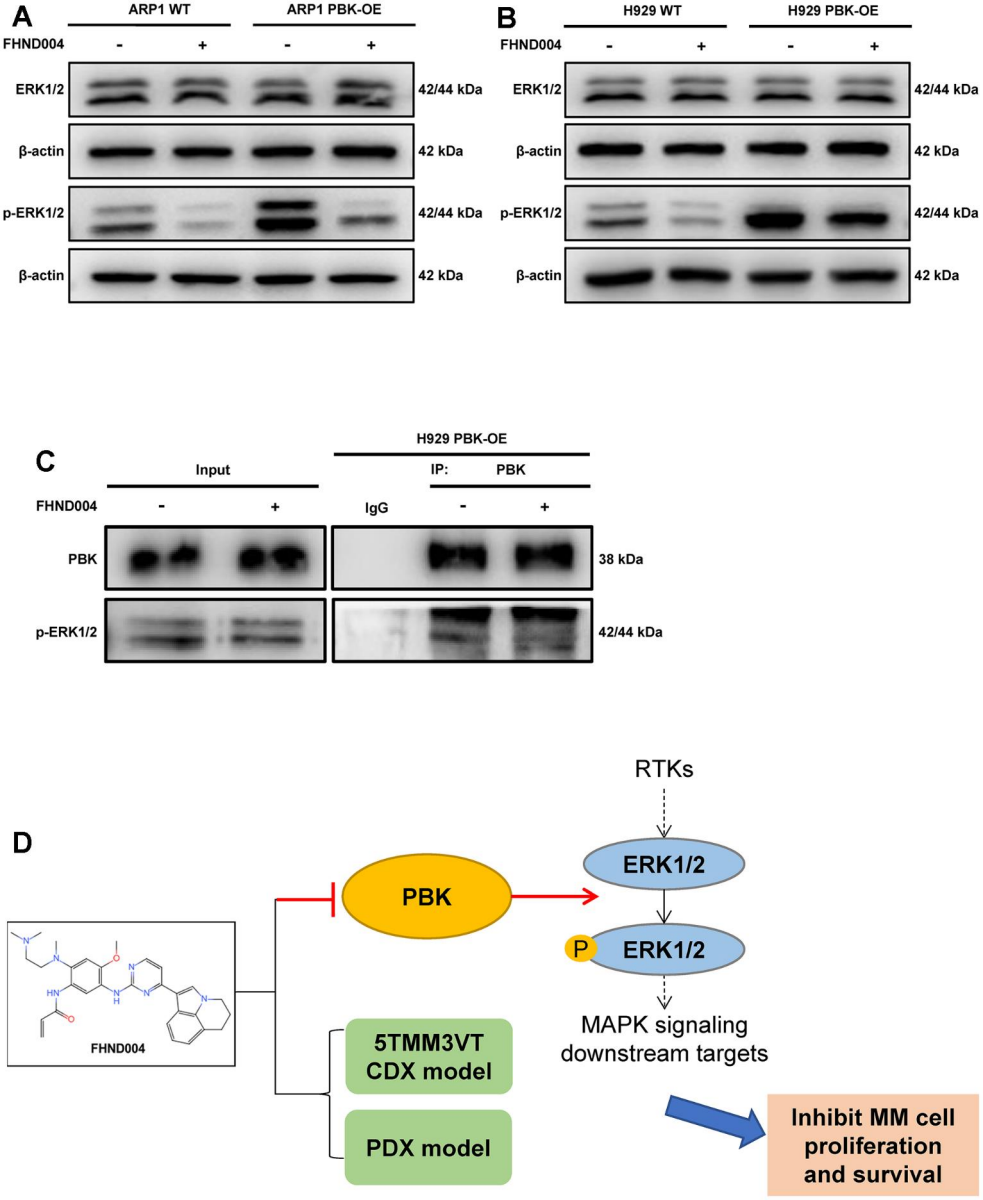
**FHND004 targets PBK leading to the inhibition of ERK1/2 phosphorylation in the MAPK pathway.** (**A**, **B**) WB validated the protein expression profiles of ERK1/2 and p-ERK1/2 in PBK-WT and PBK-OE cells with or without treatment of FHND004 (4 μM) (**A**: ARP1, **B**: H929). n = 3. (**C**) Co-IP assay revealed that FHND004 (4 μM) interfered with the interaction between PBK and p-ERK1/2 in H929 PBK-OE cells. (**D**) Schematic diagram of the mechanism of FHND004 targeting PBK in MM.

## DISCUSSION

Despite the continuous improvement in MM treatments, the etiology of MM is not completely clear at present and most patients eventually develop drug resistance and relapse [25–28]. More treatment options for myeloma are needed to be explored. It has been shown that IL-6 (Interleukin-6), as a critical cytokine, can influence the pathogenesis of myeloma through direct activation of PI3K/AKT and MAPK pathways [29, 30]. Moreover, HB-EGF (Heparin-binding EGF-like growth factor) can enhance the survival and the proliferation of IL-6-dependent MM cells. Hence, the EGFR inhibitors with the inhibitory effect on HB-EGF can be used in the combination with IL-6 monoclonal antibody or dexamethasone to achieve better therapeutic effects for MM [31, 32]. The present study inadvertently found that FHND004, derived from the third-generation EGFR-TKI AZD9291 (Osimertinib) which is mainly for solid tumor NSCLC harboring EGFR-sensitive mutations, also has a strong inhibitory effect on the proliferation of MM cells. Since MM cells were assumed to be resistant to EGFR-TKI due to rare EGFR mutations and frequent mutations of KRAS/NRAS/BRAF downstream of EGFR signaling pathway, and previously reported to be moderate or less sensitive to first/second generation TKI (Gefitinib/Afatinib) in a cellular context of NRAS mutation dependent manner [21], we thus hypothesized to find and validate the drug target of FHND compounds in MM cells that would be explored as new therapeutic directions in anti-myeloma therapies.

EGFR-TKIs are extensively developed targeting EGFR, one well-known oncogene altered in many cancers. Our experiments started with the new FHND compounds which were designed and synthesized based on the structure of the marketed third-generation EGFR-TKI AZD9291 (Osimertinib) with an expanded indole ring (FHND004) or a modified pyrimidine ring (FHND008). 

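FHND004, with its expanded indole ring, and FHND008, with its modified pyrimidine ring, were compared at the same dose of 4 μM. By the p of camera, they differed most in 2 gene groups, closely followed by ribosome biogenesis genes. The ribosome biogenesis genes had a camera adjusted p of 2.36e-08 over both lines, and 0.809 with an estimated correlation. Their median FHND004 minus FHND008 difference was −0.73 in H929 and −0.10 in ARP1 cells. Targets of the stress transcription factors ATF4 and CHOP had a median 1.84 log2 units higher with FHND004 than with FHND008 in H929 cells, where 20 of 26 genes were at least 2-fold higher. In ARP1 cells, 1 of these genes was at least 2-fold higher with FHND004 and the median difference was −0.14, at a percentile of 1.64 among random lists. PPP1R15A, which encodes the GADD34 subunit of an eIF2α phosphatase, had 194 FPKM with FHND004 and 26.8 with FHND008 in H929 cells, and 132 and 57.7 in ARP1 cells. Genes of G2/M and mitosis had a median 0.86 log2 units lower with FHND004 than with FHND008 in ARP1 cells (difference −0.86), and in H929 cells the difference was −0.20. In camera over both lines, the ATF4 and CHOP targets were higher with FHND004 than with FHND008 (median 0.84, adjusted p = 1.58e-08) and the G2/M and mitosis genes were lower (median −0.46, adjusted p = 1.57e-10). The adjusted p of both lists was 0.809 with an estimated correlation. Camera no longer called the ATF4 and CHOP targets without the FHND004-treated (adjusted p = 0.20) or the FHND008-treated H929 library (0.941), nor the G2/M and mitosis genes without the FHND004-treated ARP1 library (0.392). Limma called 0 members of either list over all genes, and adjusted over the list alone it called 1 of the ATF4 and CHOP targets and 0 of the G2/M and mitosis genes.

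Per gene, the FHND004 minus FHND008 difference over both lines was 2.40 on the log2 scale for CHAC1 (95% interval 0.41 to 4.40), 1.84 for DDIT3 (0.45 to 3.22), 2.00 for PPP1R15A (1.10 to 2.89) and −0.93 for CCNB1 (−1.47 to −0.38). Each of these 4 genes had a limma adjusted p of 0.876, the smallest of all genes. The intervals draw on the spread of all genes, so the value of a single line can lie outside them. In ARP1 cells, CHAC1 had 158 FPKM with FHND004 and 139 with FHND008, and DDIT3 had 73.3 and 54.6. The differences of CHAC1 and DDIT3 between the compounds therefore lay mainly in H929 cells. The difference was 0.33 for MAPK3 (95% interval −0.45 to 1.10) and −0.44 for DUSP5 (−1.17 to 0.29), so differences of up to about these bounds are not excluded. The MAPK signaling list had median differences between the compounds of 0.03 in ARP1 and 0.07 in H929 cells, at percentiles of 55.1 and 99.0 among random lists, and camera over both lines gave it an adjusted p of 0.485. For ERK transcriptional output the median differences were 0.09 and −0.42, at percentiles of 72.4 and 0.3, with a camera adjusted p of 0.593. Between the compounds, 241 genes were at least 2-fold higher with FHND004 and 183 lower in ARP1 cells, and 302 were higher and 257 lower in H929 cells. In fits that leave out a library of a compound, that compound is measured in 1 line only. Limma called 0 genes for the difference, with 535 at an unadjusted p under 0.05. It called 4 genes without the FHND004-treated ARP1 library, 1 without the FHND008-treated ARP1 library, 6 without the FHND004-treated H929 library and 0 without any other library.

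Across genes, the log2 differences of the compounds from the shared untreated library had a Pearson correlation of 0.617 in ARP1 cells and 0.745 in H929 cells. Simulated unchanged treatments against a shared untreated library gave 0.517 and 0.494. The simulation used the same spread per gene for both lines, so these values differ only by the random draw. That spread also holds differences in response between the lines, so the simulated values are only a rough guide to unchanged libraries. The covariance was 0.165 against a simulated 0.0971 in ARP1 cells and 0.348 against 0.0921 in H929 cells. Between FHND004 in ARP1 and FHND008 in H929 cells, which share no library, the correlation was 0.290, and for the opposite pair it was 0.296. Genes are not independent replicates, and part of the excess over the simulated values may come from the shared untreated library.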

The antitumor effects of these two compounds are similar in inhibiting MM cell growth, inducing apoptosis (Figure 1D–1I), and inhibiting MAPK signaling pathway (Figure 2), though FHND008 seems to have higher IC_50_ value in both ARP1 and H929 cells (Figure 1C). The molecular docking, and MST results indicated a superior interaction of FHND004 to PBK than that of FHND008 (Figure 4), possibly due to the approaching of the expanded indole ring of FHND004 into the pocket harboring residue D125 of PBK. Recently, the first 4th generation of EGFR-TKI (an allosteric inhibitor EAI045) does not work as a single agent, and can effectively inhibit the kinase activity of T790M/C797S only by combining it with the anti-EGFR mAb Cetuximab [33]. It appears that the focus of tyrosine kinase activity-dependent activity of EGFR may narrow-down and limit the anti-EGFR therapies only to TKI-resistant fractioned patients, attracting more attention to other EGFR kinase-independent roles in cell pro-growth and pro-survival [19]. Mechanistically, in terms of biological significance, the EGFR-TKIs and mAbs exhibit obvious growth inhibition effect rather than inducing DNA fragmentation thus affecting cell survival in many types of EGFR-positive cancer cells, while our FHND004 affects both MM cell growth (increase in cell numbers or size) and survival (ability to keep alive under stresses) by targeting PBK rather than EGFR kinase in MM. Therefore, this minor and critical difference underscores the need to rethink and extend the EGFR kinase-independent directions for more drug targets [19].

PBK, screened and identified as a potential novel drug target in this study, is emerging as promising drug target [34]. Also known as T-lymphokine-activated killer-cell-originated protein kinase (TOPK), PBK is a mitotic serine/threonine protein kinase as a new member of the Mitogen-activated protein kinase kinase (MAPKK) family [35]. It was reported to be involved in a variety of cell processes, such as cell cycle regulation and mitotic progression [36, 37], DNA damage and repair [38] and immune response and inflammation [38–40]. PBK is almost undetectable in normal tissues, except in testis and fetal tissues [41, 42], but is highly expressed in a variety of proliferative malignant cells [43, 44], making it an ideal and effective target with diverse therapeutic potential. However, PBK has been less studied in MM with only a few mentions [45–47] and one genomic data-mining and siRNA screen study [48]. Our study took advantage of transcriptomic RNA-seq, protein chip, molecule docking, MST, and other cellular experiments to characterize the potential drug target by FHND004 *in vitro*. 

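PBK transcript levels were lower in all 4 treated libraries than in the untreated library of the same line, but the difference did not pass the test. Both compounds share the untreated library of a line, so these 4 comparisons are not independent. PBK, a mitotic serine/threonine kinase gene, had 3.18 FPKM in untreated ARP1 cells, 1.40 with FHND004 and 2.33 with FHND008. In H929 cells it had 8.39 FPKM without treatment, 4.42 with FHND004 and 4.12 with FHND008. The log2 differences were −0.80 and −0.33 in ARP1 cells and −0.79 and −0.88 in H929 cells. PBK belongs to the G2/M and mitosis list, whose medians were −1.08 and −0.26 in ARP1 cells and −0.22 and 0.06 in H929 cells. Over both lines, the log2 change of PBK was −0.80 with FHND004 (standard error 0.28, limma adjusted p = 0.185) and −0.60 with FHND008 (standard error 0.28, limma adjusted p = 0.596). The FHND004 minus FHND008 difference of PBK was −0.20 (95% interval −0.84 to 0.45, limma adjusted p = 0.938). PBK (ENSG00000168078) lies on the minus strand of chromosome 8 from 27809620 to 27838095 and overlaps ESCO2 on the opposite strand, so reads of the 2 genes may be shared.

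The other protein chip candidates included FABP5, a fatty acid binding protein gene, with 43.5 FPKM in untreated ARP1 cells, 14.7 with FHND004 and 27.1 with FHND008. In H929 cells FABP5 had 49.2 FPKM without treatment, 13.6 with FHND004 and 28.8 with FHND008. Its log2 change was −1.65 with FHND004 (standard error 0.24, limma adjusted p = 0.107). The 9 chip candidates kept by the filter had a median log2 change of 0.01 and a mean of −0.15 with FHND004, which differ in sign, and a camera adjusted p of 0.484. With FHND004, limma called 0 of them over all genes and 1 as lower adjusted over the list alone, and with FHND008 it called 0 of them either way.

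**Figure D3:**
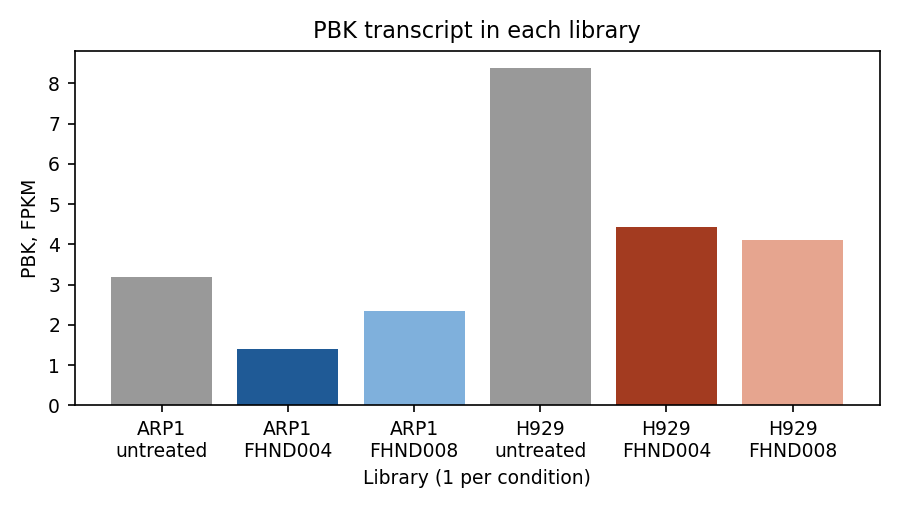
PBK transcript level in FPKM (y axis) in each of the 6 libraries (x axis), with 1 library per condition and therefore no error bars. Untreated libraries are grey, at 3.18 FPKM in ARP1 and 8.39 FPKM in H929 cells, and the treated libraries of each line are lower.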

Interestingly, we observed a seemingly more pronounced inhibitory effect as well as p-ERK1/2 in H929 cells than that in ARP1 cells (Figures 1F, 1G, 2D, 2E). It might be at least partially due to the relatively lower background expression level of PBK in H929 compared to ARP1 (Figure 6A), and that H929 cells bearing a confirmed/observed heterozygous G13D mutation in NRAS gene (https://www.keatslab.org/myeloma-cell-lines) may confine and sensitize H929 cell to interact with FHND004. The overexpression intensity in the two MM cells (Figures 6A, 7A, 7B), further supported the interaction between PBK and FHND004. However, whether the inhibition of PBK by binding these two sites, namely N124 and D125, is worth further exploration, which provides a new basis for the development of PBK inhibitors.

In fact, PBK can act on a variety of downstream molecules, such as p38, H3, H2AX, ERK1/2, MKP1, and Prx1 (ref. [37, 40, 49–52]), thus promoting the occurrence of cancer, development, metastasis, and drug resistance [53–56]. PBK promotes autophagy in ovarian cancer cells by phosphorylating ERK1/2 and thereby activating the mTOR pathway while increasing cisplatin resistance [57]. Our results demonstrated that PBK can affect the proliferation of MM by regulating ERK1/2 phosphorylation in the MAPK pathway, and this is an entirely new discovery. Meanwhile, MEK1/2 was considered to be the most suitable target for early tumor suppression, but the prevalent resistance to MEK inhibitors makes MEK1/2 not a suitable target for tumor treatment [58]. However, PBK is considered an oncogenic form of MEK1 and is active in cancer cells while largely unexpressed in normal tissues, which makes PBK more valuable as a promising antitumor target [50, 59]. One of the limitations of this study might be the incomplete characteristics of the involvement of the MAPK pathway from upstream RTKs (including the exact intact/overexpressed EGFR activity) to downstream targets in MM.

In conclusion, PBK is shown to be a novel therapeutic target in MM, and the discovery of possible active sites by FHND004 provides a new approach for MM targeted therapy [32], which may be an alternative choice for the usage of PBK inhibitors.

## MATERIALS AND METHODS

### Cell lines and cell culture

Human MM cell lines ARP1 and H929, and Mouse MM cell line 5TMM3VT cells were cultured in RPMI-1640 (C3010-0500, VivaCell). HEK293 cells were cultured in DMEM (C3110-0500, VivaCell, China). The culture medium contained 10% fetal bovine serum (A6901FBS-500, Invigentech, USA), and 1% penicillin/streptomycin (C100C5, NCM Biotech, China). All cells were incubated at 37° C in a humidified 5% CO2 incubator.

### Antibodies and reagents

All primary antibodies were diluted at a ratio of 1:1000, and all of them were purchased from Cell Signaling Technology (Danvers, MA, USA) except for PBK, which was obtained from Proteintech Group (Wuhan, China), the specific antibody information was as follows: Cleaved Caspase-3 (9661S); PBK (16110-1-AP); PARP (9542S); ERK1/2 (4695S); p-ERK1/2 (4370S); β-actin (4970S). The second antibodies were purchased from Santa Cruz (Santa Cruz, CA, USA) and diluted 1:5000, including goat anti-Rabbit IgG (sc-2005) and rabbit anti-mouse IgG (sc-2004). 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide assay (MTT) was acquired from Solarbio (Shanghai, China). Puromycin was obtained from Merck KGaA (Darmstadt, Germany). FHND004 and FHND008 were synthesized in Dr. Yongqiang Zhu’s lab at Nanjing Normal University, Nanjing, China.

### Gene expression profiling (GEP)

The gene expression profiling (GEP) of MM patients was collected using the public clinical datasets (GSE2658 and GSE5900). The total therapy 2 (TT2, GSE2658) and the Dutch-Belgian cooperative trial group for hematology-oncology group-65 (HOVON65, GSE19784) trial patient cohort were used in these analyses [45, 60, 61].

### Plasmids and transfection

The plasmids incorporating human PBK cDNA (NM_018492.4) were purchased from Genechem (Shanghai, China). The coding sequence of PBK was cloned into the Flag-tagged lentiviral vector of pTSB. The target expression vector and packaging plasmids (PLP1, PLP2, and VSVG) were co-transfected into HEK293 cells by using liposomal transfection reagent (40802ES02, Yeasen, China), and cultured for 48 h. The supernatant was then collected as the viral solution. The viral solution was transfected into MM cells for culture and screened by puromycin resistance. Finally, the transduction efficiency and whether the cells were successfully constructed were determined by Western Blotting (WB).

### Cell proliferation

Cell viability was determined by MTT assay, and the assay procedure was as follows: first, the desired cells (6 × 10^3^) were seeded into 96-well plates containing 180 μL of cell suspension and 20 μL of different concentrations of the drug per well and incubated for an appropriate period of time. Then each well was incubated for 4 hours with 20 μL of MTT reagent (5 mg/mL). At the end of incubation, centrifuge at 4000 rpm for 15 min at room temperature, discard the supernatant, and add 150 μL of Dimethyl Sulfoxide (DMSO) to each well. Absorbance was measured spectrophotometrically at 570 nm using a microplate reader (Thermo Fisher Scientific, Waltham, MA, USA).

### Apoptosis analysis and cell cycle assays

Annexin V/PI staining assay was used for apoptosis detection of cells. Firstly, the cells collected in good condition were centrifuged at 1200 rpm for 5 min at 4° C, pre-chilled PBS washed twice. After discarding the supernatant, the cell precipitates were collected and resuspended in 100 μL of binding buffer, followed by the addition of 5 μL each of APC Annexin V (640941, Biolegend, USA) and PI (No. C0080, Solarbio, China) were added, and incubated for 15 min at room temperature under light protection. The detection of treated samples by using flow cytometry and Annexin V positive cells were quantitated.

For cell cycle assays, MM cells at the logarithmic growth stage were collected, and centrifuged at 1200 rpm, 4° C for 5 min, and the cell precipitate was washed once with pre-chilled PBS and resuspended by using 250 μL of pre-chilled PBS. The cell suspension was slowly added dropwise to 5 mL of pre-chilled 70% ethanol and allowed to fix overnight at -20° C in the refrigerator. The next day, the fixed cells were centrifuged at 1200 rpm for 5 min at 4° C. the precipitate was washed twice with cold PBS and resuspended with 250 μL of pre-chilled PBS followed by the addition of 5 μL RNase A (200 μg/mL) and the cells were treated on ice for 1 hour. Then, we added 5 μL of PI (No. C0080, Solarbio) into the solution and incubated it for 15 min at room temperature away from light at least. The cell samples were loaded and analyzed by using flow cytometry.

### Western blotting and co-immunoprecipitation (Co-IP)

Collect MM cells and lyse cells with Radioimmunoprecipitation Assay (RIPA) (WB3100, NCM Biotech) buffer with protease inhibitor (K1007, APExBIO, Beijing, China). BCA Protein Quantification Kit (20201ES90, Yeasen) was used to determine the protein concentration. After the separation by SDS-PAGE, total protein (20 μg) was transferred to a PVDF membrane. The membrane was blocked with a blocking solution for 1 hour at room temperature and incubated overnight at 4° C overnight with the primary antibody, the second antibody was incubated with horseradish peroxidase (HRP) coupling at 25° C for 1 hour. Finally, the Super ECL Detection Reagent (36208ES76, Yeasen) was used to develop the blots. Refer to the protocol of Pierce™ Direct Magnetic IP/Co-IP kit (88828, Thermo Fisher Scientific) for detailed procedures of the Co-IP assay.

### Transcriptomic RNA-sequencing (RNA-seq)

ARP1 WT and H929 WT cells were treated with FHND004 and FHND008. Approximately 5 × 10^6^ WT cells and cells treated with the drug were collected, and centrifuged at 4° C, 1200 rpm for 5 min and the supernatant was discarded. The cell precipitates were washed twice with ice-cold PBS, centrifuged at 1200 rpm for 5 min at 4° C, and the supernatant was discarded. Added 1 mL of TRIeasy lysate (10606ES60, Yeasen) to the cell precipitate, followed by mixing well, and then transferred to a 1.5 mL nuclease-free EP tube on dry ice for RNA-seq sequencing. All data analysis and processing are conducted by RealoMics Biotechnological Co., LTD (Shenzhen, China) and deposited in NCBI GEO database (accession number GSE223166).

### Protein microarray technology

The establishment of human proteome chip was provided by Guangzhou Bochong Biotechnology Co., Ltd. (Guangzhou, China). PBK recombinant protein interaction screening based on HuProt™ human whole proteome chip HuProt_V4. The technical route includes: chip closure, co-incubation of biotin-labeled FHND008 and protein chip at room temperature for 1 h, chip cleaning, chip drying, and data reading.

### Microscale thermophoresis assay (MST)

First, PBK protein was fluorescently labeled according to the instructions of the Monolith™ RED-NHS second-generation protein labeling kit. The labeled buffer NHS was used to pass the column, and then the PBK purified protein samples were passed the column as same, collected after centrifugation, the dye obtained by mixing RED-NHS second-generation dye. NHS labeled buffer solution was mixed with PBK purified protein sample for incubation. The incubated dye-PBK protein labeled reactant solution and binding reaction buffer solution were passed through the column to obtain labeled protein samples. Finally, the drug was incubated with PBK protein, and the mixed solution was absorbed by capillary, then the combination ability was tested, and the Kd value was calculated by the MO. Control analysis software.

### 5TMM3VT mouse model

5TMM3VT mouse myeloma cells (1 × 10^6^) were administered intravenously to the 6-week-old C57BL/KaLwRij mice (n = 10 in each group). 2 days later, FHND004 was administered by gavage twice a week at a dose of 20 mg/kg and would be sacrificed until they exhibited signs of hind limb paralysis. Record the survival time of each group of mice and plot the survival curves.

### Patient-derived tumor xenograft (PDX) model

The patient-derived tumor xenograft (PDX) model was created by using a biopsy sample of a cutaneous subcutaneous extramedullary tumor on the head skin of a MM patient collected from the Department of Hematology, the First Affiliated Hospital of Nanjing Medical University. Under pentobarbital anesthesia, the 2~3 small blocks of 2*2*2 mm^3^ extramedullary biopsy tumor sections were subcutaneously transplanted into 4 to 6-week-old male SCID/NOD mice without any sublethal irradiation required (n = 12). When the tumors reached a size of 500 mm^3^, they were harvested and the tumor tissues were then divided into small pieces and implanted under the skin again. This operation was repeated three times until the tumor size grew to 100~150 mm^3^, the mice were assigned randomly into control and treatment groups and PBS and FHND004 were injected respectively. The dosing frequency was twice a week [62].

### Statistical analyses

All values were expressed as mean ± SD unless otherwise specified. Statistical differences were analyzed in two separate ways, using the Student’s t-test for two independent experimental groups and the one-way ANOVA for three or more experimental groups. The threshold p-values were set at *p* < 0.05 (*), *p* < 0.01 (* *) and *p* < 0.001 (* * *). Statistical analyses were performed using SPSS version 19.0 and GraphPad Prism 8.0 software.

## Supplementary Material

Supplementary Figures

Supplementary Tables

# Supplementary material for: FHND004 inhibits malignant proliferation of multiple myeloma by targeting PDZ-binding kinase in MAPK pathway
**Source:** Aging (Albany NY). 2024 Mar 7;16(5):4811–31. doi: 10.18632/aging.205634
**Supplement:** Supplementary Figures

## SUPPLEMENTARY FIGURES

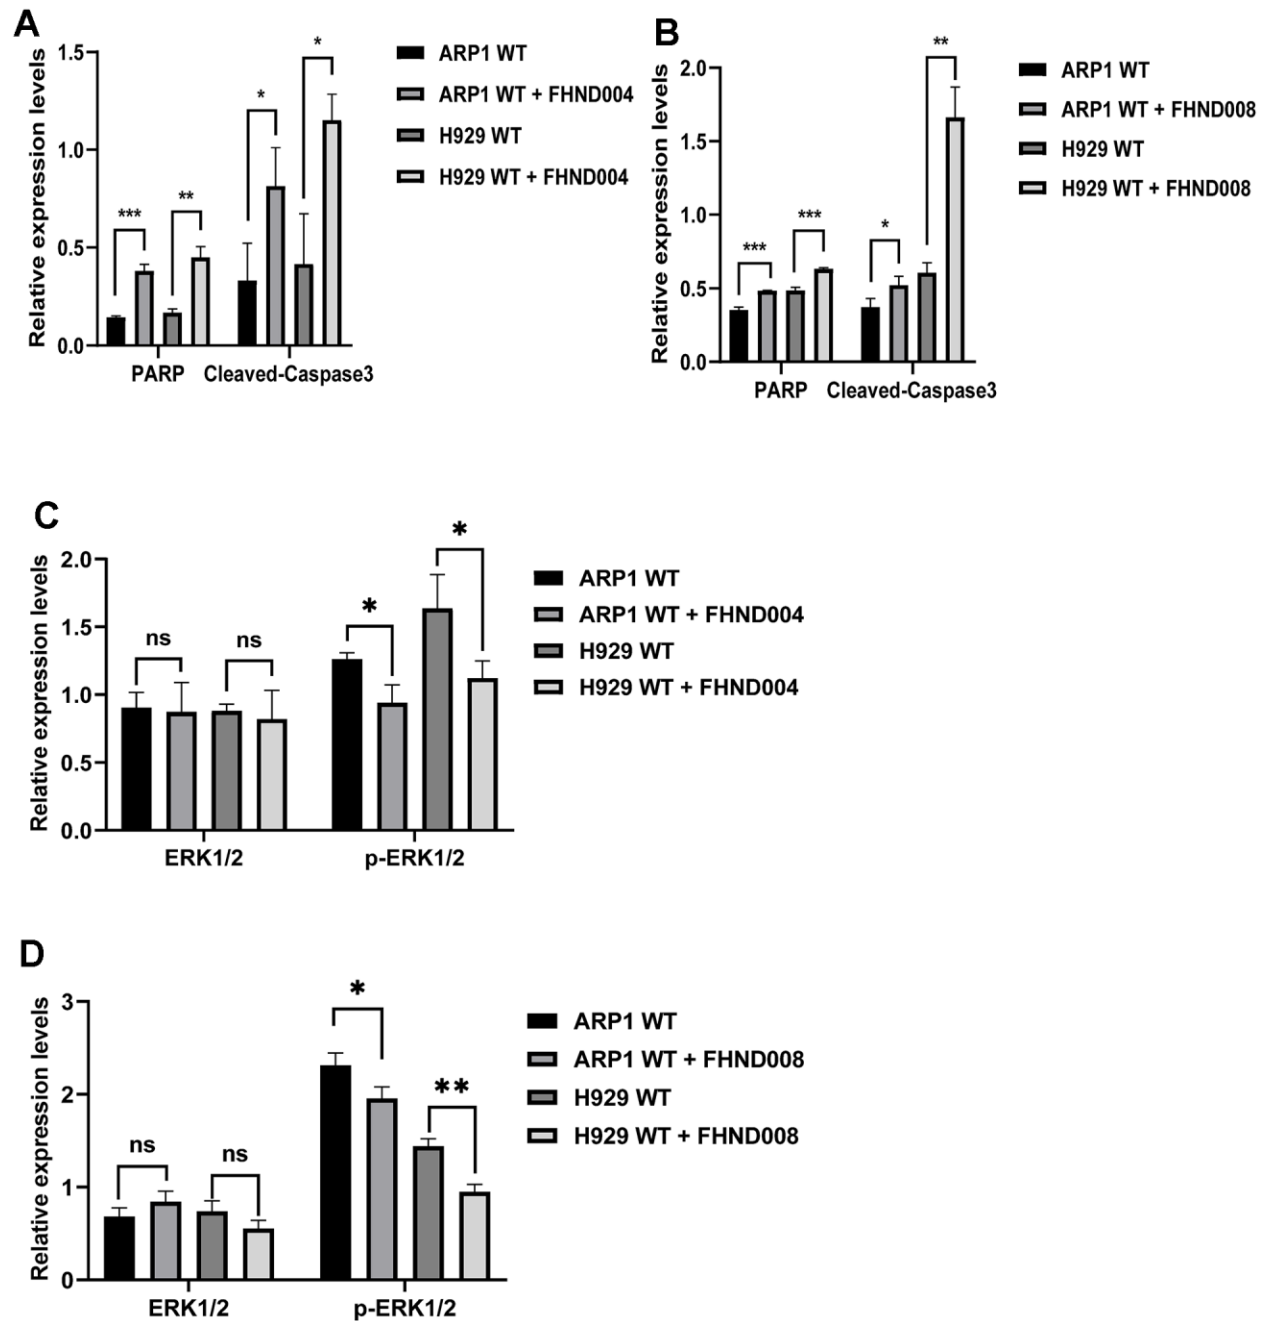

**Supplementary Figure 1. Quantitative analysis of WB results.** (A, B) Relative expression of PARP and Cleaved Caspase-3 in ARP1 WT, H929 WT with or without treatment of FHND004 (4  $\mu$ M) (A) and FHND008 (4  $\mu$ M) (B). (C, D) Relative expression of ERK, p-ERK in ARP1 WT and H929 WT cells with or without treatment of FHND004 (4  $\mu$ M) (C) and FHND008 (4  $\mu$ M) (D). The data are expressed as mean  $\pm$  SD. (\* $p$  < 0.05; \*\* $p$  < 0.01; \*\*\* $p$  < 0.001). Related to Figures 1F, 1G, 2D, 2E in the manuscript.

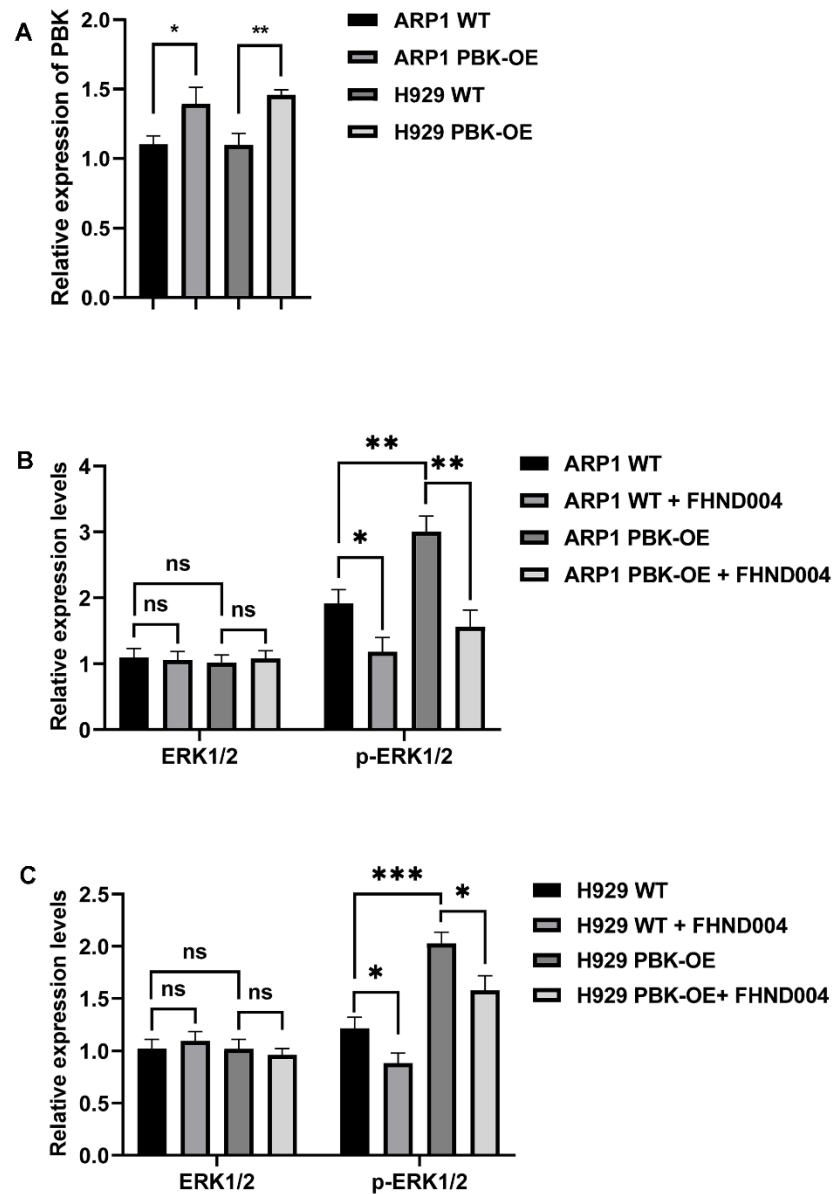

**Supplementary Figure 2. Quantitative analysis of WB results.** (A) Relative expression of PBK in ARP1 and H929 WT and PBK-OE cells. (B, C) Relative expression of ERK, p-ERK in PBK-WT and PBK-OE cells with or without treatment of FHND004 (4  $\mu$ M) (A: ARP1, B: H929). The data are expressed as mean  $\pm$  SD. (\* $p$  < 0.05; \*\* $p$  < 0.01; \*\*\* $p$  < 0.001). Related to Figures 6A, 7A, 7B in the manuscript.

# Supplementary material for: FHND004 inhibits malignant proliferation of multiple myeloma by targeting PDZ-binding kinase in MAPK pathway
**Source:** Aging (Albany NY). 2024 Mar 7;16(5):4811–31. doi: 10.18632/aging.205634
**Supplement:** Supplementary Tables

## SUPPLEMENTARY TABLES

**Supplementary Table 1. The effects of FHND drugs on cell viability of MM cells.**

| FHND drugs   | ARP1 WT | H929 WT |
|--------------|---------|---------|
| FHND002 (μM) | 7.98    | 15.84   |
| FHND004 (μM) | 3.95    | 2.84    |
| FHND006 (μM) | 10.77   | /       |
| FHND007 (μM) | /       | 40.64   |
| FHND008 (μM) | 5.68    | /       |
| FHND009 (μM) | 16.52   | 18.59   |

**Supplementary Table 2. Potential proteins interacting with FHND008 based on HuProt™ human proteomic chip V4.0.**

| Block | Column | Row | Name    | ID                 | SNR-biotin       | SNR-FHND008      | Normalization-biotin | Normalization-FHND008-biotin | Fold change      |
|-------|--------|-----|---------|--------------------|------------------|------------------|----------------------|------------------------------|------------------|
| 9     | 15     | 57  | MYLK    | JHU14956.B9C15R57  | 1.86833333333333 | 3.52971428571429 | 1.86833333333333     | 6.06282849990836             | 3.24504647631134 |
| 1     | 25     | 19  | GDPD5   | JHU01374.B1C25R19  | 2.51282051282051 | 3.49350259896042 | 2.51282051282051     | 6.00062934476153             | 2.38800555556836 |
| 1     | 29     | 47  | GADD45G | JHU02812.B1C29R47  | 2.29787234042553 | 2.62281976744186 | 2.29787234042553     | 4.50509733904754             | 1.96055161977069 |
| 14    | 23     | 73  | CYAT1   | JHU15234.B14C23R73 | 2.80876068376068 | 2.47417582417582 | 2.80876068376068     | 4.24977844844512             | 1.51304398164497 |
| 11    | 23     | 85  | TCEB2   | JHU03155.B11C23R85 | 2.17142857142857 | 2.33883333333333 | 2.17142857142857     | 4.0173068532088              | 1.85007552450405 |
| 3     | 25     | 25  | MARC2   | JHU01787.B3C25R25  | 1.96332046332046 | 2.30470822281167 | 1.96332046332046     | 3.95869171445079             | 2.01632478671142 |
| 8     | 27     | 51  | PPM1G   | JHU08990.B8C27R51  | 2.47794117647059 | 2.1789825282631  | 2.47794117647059     | 3.74273844957469             | 1.51042263840403 |
| 11    | 9      | 27  | DOHH    | JHU13137.B11C9R27  | 2.28323170731707 | 2.05241935483871 | 2.28323170731707     | 3.52534668560619             | 1.54401617422731 |
| 7     | 8      | 47  | ACAA1   | JHU08544.B7C8R47   | 2.20482261640798 | 1.9347024256064  | 2.20482261640798     | 3.32314970995865             | 1.50721862395107 |
| 2     | 3      | 87  | SNX15   | JHU05453.B2C3R87   | 1.87             | 1.92758291577189 | 1.87                 | 3.31092085412611             | 1.77054591129739 |
| 6     | 8      | 27  | PBK     | JHU07458.B6C8R27   | 1.75295508274232 | 1.824            | 1.75295508274232     | 3.13300122579043             | 1.78726839987775 |
| 13    | 1      | 75  | FABP5   | JHU00992.B13C1R75  | 1.57619047619048 | 1.79357394366197 | 1.57619047619048     | 3.08073978291597             | 1.95454789852675 |
| 16    | 6      | 53  | CCDC117 | JHU18658.B16C6R53  | 1.96150362318841 | 1.79356805664831 | 1.96150362318841     | 3.08072967106234             | 1.57059596252728 |
| 5     | 3      | 33  | IGLC2   | JHU07717.B5C3R33   | 1.5155255395125  | 1.77923976608187 | 1.5155255395125      | 3.05611862286709             | 2.01654049581386 |

SNR, Signal-to-noise Ratio.

How the deposited data were processed for this re-analysis (not part of the article)

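Transcript levels were measured by RNA-seq in ARP1 and H929 cells, without treatment and after FHND004 or FHND008 treatment at 4 μM, with 1 library for each of the 6 conditions. The conditions were taken from the sample labels and the paper. Starting from the reads, the authors made FPKM values for 19818 genes and compared each treated library with the untreated library of the same line. The 4 deposited tables also hold the authors' log2 fold change, p-value and q-value of each gene. The p-values of the authors are multiples of 5e-05. Equal p-values carried equal q-values across the 4 comparisons, with 1 exception, so the q-values were not adjusted within each comparison alone. The submitters' processing notes name Bowtie 0.12.2, HISAT2 2.0 and StringTie 1.3.0 without the role of each, and the tool behind the p-values and the use of strand are not given in the sources used here. The same notes name a mouse genome build, while 19786 of the 19818 gene identifiers are in the human annotation GENCODE 29, and 27 gene symbols that had been turned into dates were restored from it.

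FPKM values were used on the log2(FPKM + 1) scale, so the deposited log2 fold changes and the differences given here are not the same quantity. Genes with a mean under 1 FPKM over the 6 libraries were left out, which kept 10808 genes. The depth was estimated from genes with 1 transcript of at least 1500 bases and values up to 0.08 FPKM, from the FPKM step of 1 fragment and an assumed fragment length of 250 bases, and it lay between 13300000 and 26600000 fragments. The number of genes listed at 0 was between 4712 and 5936 per library. A value of 0 in a table of FPKM can be a failed estimate, so such genes are reported as listed at 0, without a fold. The sum of FPKM was between 523273 and 908311 per library, and the 10 most abundant genes took 8.93% to 14.1% of it. The Pearson correlation between libraries on the log2 scale was between 0.859 and 0.974.

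Within a cell line, each comparison sets 1 treated library against 1 untreated library, so only sizes are given. The median of a gene list was ranked among 10000 random lists of the same size, drawn from 20 bins of mean expression. Changes common to both lines were fitted with limma 3.58.1 in R 4.3.3 over all 6 libraries, with terms for the cell line and the treatment, an eBayes trend and Benjamini-Hochberg adjustment at 0.05. The pairing of libraries comes from the cell line, which is the block. This fit has 2 residual degrees of freedom. Gene lists with at least 3 kept genes, 37 of 41, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Count models were not used, since the tables hold no counts. Tests on other splits of the samples were not made, since each condition has 1 library. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

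The limma step was tested on 20 simulated sets of 10808 genes with 200 changed genes each, where 0.140% of unchanged genes were called. Each simulated change was the same in both lines, with noise drawn from the fitted spread. The ranking of list medians was tested on 740 simulated lists. Of unchanged lists, 3.92% fell outside the central 95% of random lists, and 96.8% of lists shifted by 0.5 on the log2 scale fell above it. The simulated genes varied independently, while the estimated correlation was 0.82 for ribosome biogenesis and 0.70 for ATF4 and CHOP targets. The simulation therefore does not show how often lists of genes that vary together fall outside without a treatment effect. The genes named in the text were fixed by a rule. It takes the genes named in the paper and the protein chip candidates, the 10 largest increases and decreases of each comparison, and the 4 members of each list with the largest mean absolute difference. It also takes the 10 leading genes of each limma contrast, the 10 largest differences between the compounds in each direction, MAPK signaling genes at a q-value under 0.05 in the deposited tables, and genes at that q-value in at least 3 of the 4 comparisons. Genes named outside this rule are marked as such, and part of the genes it takes are not reported here.

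Alternatives changed 1 choice at a time, and covered the pseudocount (0.1 and 5), the filter (none and at least 5 FPKM), the fold (1.5 and 3), scaling between libraries, quantile normalization, the block, the eBayes options, leaving out each library in turn, the list tests and the thresholds on the p-values and q-values of the deposited tables. Their effect is given in the closing section. XIST and genes of the Y chromosome were left out of the named genes. The RNA-seq is the only experiment analysed here, and the viability, flow cytometry, Western blotting, protein chip, docking, MST and mouse experiments were not.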

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

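The tests of a shared untreated library and of scaling between libraries were chosen after the list medians were seen, and the tests of GC content and transcript length and of ARP1 RNA in H929 libraries were chosen before their results were seen.

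Targets of ATF4 and CHOP, which the paper does not discuss, had a median log2 difference of 1.54 with FHND004 and 1.59 with FHND008 in ARP1 cells and 1.84 with FHND004 in H929 cells, above all 10000 random lists in each, and 0.22 with FHND008 in H929 cells. In H929 cells, the untreated library does not account for this, since the FHND004 minus FHND008 difference, which does not use it, was 1.84. Correction for GC content and transcript length left a median of at least 1.49 with FHND004 in both lines, and the scaling that kept least of it left 1.20. In ARP1 cells the FHND004 minus FHND008 difference was −0.142, so an unusual untreated ARP1 library and an effect of both compounds cannot be told apart there, with 1 untreated library. An effect of FHND004 on these targets in both lines is a candidate explanation that stays open, as a hypothesis found in the same data, and the medians of other stress lists with FHND004 were 0.58 in ARP1 and −0.41 in H929 cells for ER stress and −0.08 and −0.66 for heat shock genes.

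Ribosome biogenesis genes had a median log2 difference of −1.63 with FHND004 and −0.90 with FHND008 in H929 cells, where 38 and 18 of 46 genes were at least 2-fold lower, and of −0.11 with each compound in ARP1 cells. The untreated H929 library is excluded as the whole cause for FHND004, since the FHND004 minus FHND008 difference within H929 was −0.726, below all random lists. After correction for GC content and transcript length, the smaller of the H929 decreases was still −0.864. For comparison, housekeeping genes had medians of −0.47 with FHND004 and −0.22 with FHND008 in H929 cells, below the central 95% of random lists. In ARP1 cells the housekeeping medians were 0.20 and −0.02. RNA of ARP1 cells in the treated H929 libraries would need a share of 0.462 for FHND008 or 0.677 for FHND004, while 20 genes abundant in ARP1 and near 0 in untreated H929 cells reached a median share of at most 0.00035 of their ARP1 level. For FHND008, the untreated H929 library and the compound cannot be told apart, because the median in ARP1 cells, which do not share that library, was −0.114, which is below the central 95% of random lists but far smaller than in H929 cells, and the effect of the compounds on H929 cells stays open as a hypothesis.

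Genes of G2/M and mitosis had a median log2 difference of −1.08 with FHND004 in ARP1 cells. The untreated ARP1 library is excluded as the whole cause, since the FHND004 minus FHND008 difference within ARP1 was −0.865. The median was −1.09 after correction for GC content and transcript length and −1.15 under the scaling that kept least of it. A lower share of mitotic cells after FHND004 is a candidate explanation that the RNA-seq leaves open with 1 library per condition. By flow cytometry, the paper reports a smaller G2/M proportion after either compound (Figure 1H, 1I). In its experiment with PBK overexpression, it describes the cell cycle shift with FHND004 as marked above all in H929 cells (Figure 6H, 6I, 6J). The treatment time of the RNA-seq is not named in the paper's text, so the times may differ. In H929 cells the list median with FHND004 was −0.22, so the transcripts fell mainly in ARP1 cells.

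The list medians below went opposite ways in the 2 lines under the same compound, and the differences between the lines were not tested. The ER stress list had a median of 0.58 in ARP1 cells and −0.41 in H929 cells with FHND004. Aminoacyl-tRNA synthetase genes had a median of 0.36 in ARP1 cells and −0.30 in H929 cells with FHND008. For interferon response genes, FHND008 gave a median of −0.20 in ARP1 cells and 0.89 in H929 cells. Mitochondrially encoded genes had a median of −0.37 in ARP1 cells and 0.81 in H929 cells with FHND008.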

How the results depend on the processing

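The counts at an unadjusted p-value under 0.05 in the deposited tables and the differences between the compounds within a line were chosen after the data were seen, and the other alternatives were set before. With 1 library per condition, the number of libraries limits every result, and an FPKM of 1 in a 2 kb transcript stands for as few as 26.6 fragments. Gene calls over both lines were 0 in limma under all alternatives of pseudocount, filter, normalization and eBayes, and leaving out single libraries changed them, as did leaving out the third treatment for FHND004 but not for the other contrasts. In those fits a treatment left with 1 library is measured in 1 line only and is assumed to vary like the others. Unless a setting tests fewer genes or libraries, the cause was not tested.

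For FHND004, leaving out 1 library gave 3 to 84 genes, with the highest without the FHND004-treated ARP1 library and the lowest without the untreated ARP1 library, and the 4 libraries of FHND004 and no treatment alone gave 22. For FHND008, leaving out 1 library gave 0 to 2 genes, with 2 without the untreated library of either line, and for the difference between the compounds 0 to 6, with 6 without the FHND004-treated H929 library. Without the cell line as a block, limma called 0 genes in each of the 3 contrasts, with 731, 128 and 115 genes at an unadjusted p under 0.05, so the block, which pairs libraries of the same line, changed no call. Camera called 11 lists for FHND004, 10 for FHND008 and 12 for the difference. With an estimated correlation it called 0, 0 and 0, and fry called 0, 0 and 1, the protein chip candidates (adjusted p = 0.026, with adjusted p values for this list from 0.026 to 0.809 over all its alternatives). Leaving out 1 library gave 9 to 12 lists for FHND004, 3 to 11 for FHND008 (6 without the untreated ARP1 library and 3 without the untreated H929 library) and 6 to 14 for the difference (6 without the FHND004-treated H929 library).

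In the counts of genes past a fold, given as higher and lower, a 1.5-fold threshold gave 1912 and 1068 for FHND004 and 1041 and 614 for FHND008 in ARP1 cells, and 2487 and 1982 and 1925 and 1237 in H929 cells. At 3-fold the counts were 134 and 42 and 41 and 23 in ARP1 cells, and 340 and 188 and 130 and 24 in H929 cells. A pseudocount of 5 gave 348 and 85 and 80 and 25 in ARP1 cells, and 570 and 410 and 256 and 81 in H929 cells. A pseudocount of 0.1 gave 505 lower genes for FHND004 and 360 and 288 for FHND008 in ARP1 cells, and 1071 and 483 for FHND008 in H929 cells. A filter of at least 5 FPKM gave 174 lower genes for FHND004 and 63 for FHND008 in ARP1 cells, where fewer genes were counted. The share of higher genes was 69.0%, 65.4%, 58.9% and 72.0% for FHND004 and FHND008 in ARP1 and then H929 cells. It was 58.6%, 55.6%, 55.2% and 65.3% with size-factor scaling, and it moved to 80.4% and 76.2% in ARP1 cells with a pseudocount of 5, and to 84.4% at 3-fold and 60.9% at 1.5-fold for FHND008 in H929 cells.

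In the authors' deposited tables, an unadjusted p-value under 0.01 gave 21 and 11 genes for FHND004 and FHND008 in ARP1 cells and 78 and 17 in H929 cells, and one under 0.05 gave 101, 37, 310 and 93. At a q-value under 0.1, the authors' deposited tables hold 1 gene for FHND008 in ARP1 cells and 9 and 2 in H929 cells, and at a q-value under 0.01 they hold 0 for FHND004 in either line. Among genes with a mean of at least 1 FPKM, a q-value under 0.05 in the authors' deposited tables left 1 gene for FHND004 in ARP1 and 3 in H929 cells. MAPK signaling genes among the genes at an unadjusted p-value under 0.05 in the authors' deposited tables numbered 3, 1, 10 and 5.

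The MAPK signaling median with FHND004 in ARP1 cells was 0.0841 with a filter of at least 5 FPKM and −0.0307 with the median of all genes set to 0, where it was −0.0434 with FHND008. With that filter, ERK transcriptional output with FHND008 in H929 cells was −0.23. The same filter changed the sign of 10 of 140 list medians, 2 of which had lain outside the central 95% of random lists. These were NRF2 targets with FHND008 in H929 cells, from −0.17 to 0.00817, and short-lived transcripts with FHND008 in ARP1 cells, from −0.17 to 0.0373. With the median of all genes set to 0, 15 of 148 list medians changed sign. Taken as FHND004 minus FHND008 within a line, a different quantity, the medians were 0.0732 for MAPK signaling and 0.123 for the RAS-RAF-MEK-ERK core in H929 cells and 0.0944 for ERK transcriptional output in ARP1 cells. In 20 of 74 list medians the sign of this difference was opposite to that of FHND004 against no treatment, and 2 of these lists had lain outside the central 95% of random lists with FHND004, the ATF4 and CHOP targets in ARP1 cells (−0.142) and interferon response genes in H929 cells (−0.0455). The correlation between the compounds was 0.636 in ARP1 and 0.765 in H929 cells with that filter, and 0.290 and 0.296 across lines. PBK with FHND004 in ARP1 cells had a log2 difference of −1.13 with a pseudocount of 0.1. Limma called 0 genes in the main fit, so the tests of named genes that follow could lose no call. Of 10434 further tests of named genes, 9915 kept their direction and side of the threshold, 106 newly passed it in the same direction and 413 changed sign. Of tests of single lists, 932 kept their direction and side of the threshold, 122 changed direction and passed in neither setting, 113 no longer passed, 38 newly passed and 10 changed direction where at least 1 of the settings passed. The last were found with 1 library left out, where the camera adjusted p with FHND008 ranged from 4.81e-36 to 0.974 for ATF4 and CHOP targets (turned without the FHND008-treated ARP1 library, 0.974), from 1.1e-08 to 0.588 for G2/M and mitosis (without the untreated ARP1 library, 0.588), from 4.88e-18 to 0.865 for ribosome biogenesis (without the untreated H929 library, 0.865), from 7.04e-05 to 0.920 for lysosome genes (without the FHND008-treated H929 library, 0.920) and from 1.53e-07 to 0.513 for mitochondrially encoded genes (without the FHND008-treated H929 library, 0.000129). For the difference between the compounds the ranges were 6.02e-10 to 0.211 for the ER stress list (turned without the FHND004-treated ARP1 library, 0.204), 2.31e-09 to 0.999 for replication-dependent histones (without the same library, 0.686), 6.27e-05 to 0.963 for interferon response genes (without the FHND008-treated ARP1 library, 0.963), 2.12e-19 to 0.830 for ribosome biogenesis (without the FHND004-treated H929 library, 0.830) and 2.02e-08 to 0.748 for mitochondrially encoded genes (without the FHND008-treated H929 library, 3.84e-06). Of the medians of other lists, 515 stayed close to their value and 50 moved with the same sign, 20 stayed close and 15 moved with the opposite sign, and the 4 named above changed sign from outside the central 95% of random lists. The alternative for count tables was not run, since the tables hold FPKM.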

Differences from the paper's values

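The comparison at an unadjusted p-value under 0.05 was chosen after the values were seen. The paper's statistics section sets p-value thresholds from 0.05 for t-tests and ANOVA, the text does not name the threshold for the differentially expressed genes of the RNA-seq, and the axis of Fig. 2A is labelled with the q-value. The numbers that Fig. 2A prints are given rounded to 2 digits after the word about.

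At a q-value under 0.05, the authors' deposited table for FHND004 in ARP1 cells holds 2 genes, where the paper marks about 100 in Fig. 2A, read by eye. For FHND008 in ARP1 cells, the authors' deposited table holds 0 genes, where the paper marks about 37 in Fig. 2A, read by eye. For FHND004 in H929 cells, the authors' deposited table holds 5 genes, where the paper marks about 310 in Fig. 2A, read by eye. For FHND008 in H929 cells, the authors' deposited table holds 0 genes, where the paper marks about 93 in Fig. 2A, read by eye. All alternatives set before the data were examined still differ from the paper, which are q-values under 0.1 and 0.01, a p-value under 0.01, a q-value under 0.05 with a log2 fold change of at least 1, and a q-value under 0.05 among genes with a mean of at least 1 FPKM. An unadjusted p-value under 0.05, chosen after seeing the values, gives 101, 37, 310 and 93 genes in the authors' deposited tables, which match the unrounded numbers printed in Fig. 2A, and it drops 0 of the genes marked in those tables.

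From a KEGG analysis of the DEGs, the paper states that MAPK signaling was significantly upregulated after either compound. Counts and camera over a whole list are a different measure. Among the 185 kept members of the MAPK signaling list, 114 were higher and 69 lower with FHND004 and 112 higher and 71 lower with FHND008 in H929 cells, and 101 and 84, and 96 and 89, in ARP1 cells. Camera gave adjusted p values of 0.645 for FHND004 and 1.00 for FHND008. The list medians lay at percentiles of 93.8 and 87.5 in H929 cells and 20.9 and 10.5 in ARP1 cells among random lists. Of members marked in the authors' deposited tables, 8 of 10 were higher with FHND004 and 3 of 5 with FHND008 in H929 cells, and 1 of 3 and 0 of 1 in ARP1 cells. Marked members kept by the filter numbered 10 and 4 in H929 cells, against averages of 4.83 and 1.31 in random lists. In ARP1 cells they numbered 1 with each compound, against 1.33 and 0.423. The list used here is not the gene set of the paper, and Fig. 2B and 2C do not name the comparison they show.

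In Fig. 6A the paper shows less PBK protein in untreated H929 than in ARP1 cells. The PBK transcript was at 8.39 FPKM in untreated H929 and 3.18 FPKM in untreated ARP1 cells. Protein and transcript are different measures, and each condition has 1 library.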

Other observations

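The tests on gene lists were planned, and the overlaps across lines of genes past 2-fold were computed after the data were seen.

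Besides MAPK signaling, Fig. 2B lists ribosome biogenesis, the spliceosome and RNA transport. Over both lines, ribosome biogenesis genes fell with FHND004 (median −0.90, camera adjusted p = 8.39e-14) and with FHND008 (median −0.45, camera adjusted p = 8e-08), and the adjusted p was 0.808 and 1.00 with an estimated correlation. Without the untreated H929 library, the direction with FHND008 turned and the camera adjusted p was 0.865. NCL, which encodes nucleolin, had 297 FPKM in untreated H929 cells, 49.8 with FHND004 and 145 with FHND008, and 128, 79.4 and 96.0 FPKM in ARP1 cells. WDR12, a gene of 60S ribosome maturation, had 39.6, 7.38 and 13.6 FPKM in H929 cells and 19.3, 5.61 and 7.82 in ARP1 cells, where it was among the 2 of 46 genes of the list at least 2-fold lower with FHND004 (38 of 46 in H929 cells) and the list median was −0.11. Spliceosome genes (median −0.47, camera adjusted p = 3.13e-09) and nuclear RNA transport genes (median −0.71, camera adjusted p = 2.56e-07) fell with FHND004, with an adjusted p of 0.808 for each with an estimated correlation. SRSF7, a splicing factor gene, had 78.7 FPKM in untreated H929 cells and 23.0 with FHND004, and 40.1 and 16.5 in ARP1 cells. With FHND004 the spliceosome median was −0.72 in H929 cells, with 15 of 48 genes at least 2-fold lower, and −0.23 in ARP1 cells, with 2 of 48, and the RNA transport median was −0.93 and −0.39. Limma called 0 genes of these lists over all genes, and adjusted over the list alone it called as lower with FHND004 3 of 46 ribosome biogenesis, 2 of 48 spliceosome and 6 of 30 RNA transport genes. Targets of ATF4 and CHOP rose with FHND004 (median 1.82, camera adjusted p = 2.28e-10) and with FHND008 (median 0.76, camera adjusted p = 5.04e-06), with adjusted p values of 0.808 and 1.00 with an estimated correlation. With FHND008, the camera adjusted p was 0.0595 without the untreated ARP1 library and 0.974, with the direction turned, without the FHND008-treated ARP1 library. Of these 26 genes, limma called 0 over all genes and 17 as higher with FHND004 and 1 with FHND008 adjusted over the list alone. TRIB3, a target of both factors, had 12.7, 106 and 119 FPKM in untreated, FHND004-treated and FHND008-treated ARP1 cells, and 8.09, 57.5 and 10.3 in H929 cells.

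Lysosome genes rose with FHND004 (median 0.61, camera adjusted p = 0.000112, and adjusted p = 0.808 with an estimated correlation), and limma called 0 of 28 over all genes and 7 as higher adjusted over the list alone. The camera adjusted p of this list was 0.0810 without the FHND004-treated ARP1 library. NPC2, which encodes a cholesterol carrier of the lysosome and overlaps ISCA2 on the opposite strand, had 34.1 FPKM in untreated ARP1 cells, 168 with FHND004 and 37.1 with FHND008, and 16.5, 55.2 and 53.4 FPKM in H929 cells. Interferon response genes rose with FHND004 (median 0.85, camera adjusted p = 0.00797, and adjusted p = 0.808 with an estimated correlation), and limma called 0 of 14 over all genes and 3 adjusted over the list alone. Its camera adjusted p was 0.0535 without the FHND004-treated ARP1 library and 0.145 without the untreated H929 library. STAT2, a transcription factor gene of the interferon response, had 10.1 FPKM in untreated H929 cells, 53.6 with FHND004 and 46.8 with FHND008. Cytosolic ribosomal protein genes had a median of 0.60 with FHND004 (camera adjusted p = 9.8e-08, and adjusted p = 0.808 with an estimated correlation), with 0 of 43 called by limma over all genes and 0 adjusted over the list alone, and 20 at an unadjusted p under 0.05, and its camera adjusted p was 0.0874 without the untreated ARP1 library. In FHND004-treated ARP1 cells, the ribosomal protein median was 0.78, and the central 95% of random lists of like expression was itself above 0, from 0.14 to 0.60. With FHND004 in H929 cells the ribosomal protein median lay inside that range, at a percentile of 95.7. With FHND008 it lay inside in both lines, at percentiles of 88.9 in ARP1 and 65.7 in H929 cells. LDHA, the lactate dehydrogenase A gene, had 505 FPKM in untreated ARP1 cells, 219 with FHND004 and 244 with FHND008, and 594, 167 and 278 FPKM in H929 cells, and limma gave it an adjusted p of 0.107 for FHND004.

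EGFR, the target of the parent compound osimertinib, was listed at 0 in all 6 libraries. ERBB2 was at 0.459 to 2.01 FPKM.

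Comparisons in different lines share no library. With FHND004, 260 genes were at least 2-fold higher in both lines, where independent lists would share 64.6, and 44 were lower in both, against 20.3. Genes higher in ARP1 and lower in H929 cells with FHND004 numbered 9 against 45.1, and those lower in ARP1 and higher in H929 cells 17 against 29.1. With FHND008, 45 genes were higher in both lines against 14.3, and 11 lower against 2.93, while 7 were higher in ARP1 and lower in H929 cells against 5.56 and 8 the other way against 7.55. In the authors' deposited tables, 17 genes are marked in at least 3 of the 4 comparisons, and 7 of them are ATF4 and CHOP targets. Comparisons of the same line share the untreated library, and 0 genes are marked in all 4 of the authors' deposited tables.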
